# Coagulation proteases modulate nucleic acid uptake and cGAS-STING-IFN induction in the tumor microenvironment

**DOI:** 10.1172/jci.insight.190311

**Published:** 2025-07-22

**Authors:** Petra Wilgenbus, Jennifer Pott, Sven Pagel, Claudius Witzler, Jennifer Royce, Federico Marini, Sabine Reyda, Thati Madhusudhan, Thomas Kindler, Anne Hausen, Matthias M. Gaida, Hartmut Weiler, Wolfram Ruf, Claudine Graf

**Keywords:** Immunology, Oncology, Vascular biology, Cancer immunotherapy, Coagulation, Platelets

## Abstract

Malignancies increase the risk for thrombosis and metastasis dependent on complex interactions of innate immune cells, platelets, and the coagulation system. Immunosuppressive functions of platelets and macrophage-derived coagulation factors in the tumor microenvironment (TME) drive tumor growth. Here, we show that patients with malignancies and tumor-bearing mice have increased levels of coagulation factor (F) X–expressing circulating monocytes engaged in platelet aggregate formation. This interaction and resulting thrombin generation on platelets interferes with monocyte differentiation and antigen uptake of antigen-presenting cells (APCs). Myeloid cell–specific deletion of FX or abrogated FXa signaling via protease activated receptor 2 (PAR2) averts the suppressive activity of platelets on tumor cell debris uptake and promotes the immune stimulatory activity of APCs in the TME. Myeloid cell FXa-PAR2 signaling deficiency specifically enhances activation of the cGAS-STING-IFN-I pathway with a resulting expansion of antigen experienced progenitor exhausted CD8^+^ T cells. Pharmacological blockade of FXa with direct oral anticoagulants expands T cell priming–competent immune cells in the TME and synergizes with the reactivation of exhausted CD8^+^ T cells by immune checkpoint inhibitors for improved antitumor responses. These data provide mechanistic insights into the emerging clinical evidence demonstrating the translational potential of FXa inhibition to synergize with immunotherapy.

## Abstract 2

Targetable FXa-PAR2 signaling promoting monocyte-platelet aggregate formation subverts tumor DNA stimulation of the cGAS-STING-IFN pathway required for T cell priming and efficient checkpoint inhibitor therapy.

## Introduction

Malignancies remain a major cause of age-related mortality and are frequently associated with thrombosis due to a hyperactivated coagulation system. While obstruction of large peripheral veins and vessels in lungs is the major clinical manifestation of cancer associated thrombosis (CAT), microthrombi within tumors can impair tissue penetrance of drugs and thereby efficacy of systemic anticancer therapies (1). In addition, certain anticancer treatments can cause CAT and thereby even promote metastasis (2–4). Therefore, patients at high risk or with already established CAT are treated with anticoagulants, including direct oral anticoagulants (DOACs). The contribution of immune checkpoint blockade (ICB) to the development of CAT is still under debate (4–8). However, clinical data implicate a role for platelets and coagulation proteases in ICB efficacy, because patients who develop mild thrombocytopenia or receive DOACs during ICB show improved overall or progression-free survival (9–11). Tumor progression involves various microenvironments with distinct interactions affecting the immune cell landscape and coagulation with implications for responses to a broad range of cancer therapies (12–14). The hemostatic system, which is an integral component of innate immunity and tissue repair, is pivotal for the pathological processes in malignancy. For example, under physiological conditions, thrombin contributes to wound healing by generating fibrin but also by driving monocyte differentiation into the macrophage lineage (15) while impairing the differentiation into immunostimulatory functional dendritic cells (DCs) (16). Furthermore, the interaction of platelets with monocytes has been reported to propagate monocyte differentiation into macrophages (17) and to induce antiinflammatory and tolerogenic phenotypes (17–19). These findings demonstrate important local immunomodulatory functions of the hemostatic system in malignancies beyond the main clinical manifestations of a hypercoagulable state leading to CAT.

Indeed, tumors have been coined ‘wounds that do not heal’ (20, 21) due to visible local coagulation hyperactivation that not only deposits fibrin, but also alters local protease-dependent immunomodulatory signaling involving monocytes, tumor associated macrophages (TAMs) (22), and platelets (23). Platelets are a major source of TGFβ (24) which can be released by thrombin-mediated cleavage of Glycoprotein A Repetitions Predominant (GARP), an anchor protein for TGFβ, and of the latency associated protein (LAP) of TGFβ (23). Platelet-derived TGFβ contributes to the immunosuppressive character of the TME by inducing fibrosis and preventing immune cell infiltration (23). Furthermore, TGFβ impairs the efficacy of immunotherapies with ICB or bispecific antibodies (23, 25). Treatment response to both can be improved by therapy with the thrombin inhibitor dabigatran (23, 25).

TAMs typically form the most prevalent immune cell population within the TME and are highly heterogenous. TAMs are major drivers of intratumoral coagulation activation and the major extrahepatic cellular synthesis source for coagulation proteases. TAMs express key components of coagulation signaling complexes, including FVII, FX, and their cognate receptors, tissue factor (TF), endothelial protein C receptor (EPCR), and protease activated receptor (PAR) 2 (26). As we have previously demonstrated, macrophage autonomous FXa-PAR2 signaling favors immunosuppression in the TME, tumor growth, and spontaneous metastasis to the lungs. Blocking FXa with the tissue penetrant direct oral FXa inhibitor rivaroxaban reverses the immune-suppressive effects of macrophages and increases the accumulation of cytotoxic CD8^+^ T cells (CTL) in the TME (26).

Moreover, recent studies support the translational relevance of these findings (10, 23, 26, 27). DOACs not only showed synergistic effects with immune checkpoint blockade (ICB) in mice (23, 26), but FXa inhibitors also improved progression free survival (PFS) in patients with metastatic melanoma who were treated with ICB in a single center retrospective study (10). These beneficial effects on PFS and tumor progression were not seen with any other class of anticoagulants. Beneficial synergistic effects of FXa inhibition are not limited to immunotherapy but were also observed with enzalutamide in castration-resistant prostate cancer in preclinical models (27). Furthermore, FXa inhibitors reduce the prometastatic effects of chemotherapy mediated by upregulated *F10* expression by macrophages in destined metastatic niches (2).

In this study, we systematically probe the interplay of monocyte/macrophage–derived FXa and platelet bound (pro)thrombin in suppressing antitumor responses by antigen presenting cells (APCs). These experiments uncover crucial roles of platelet-dependent thrombin generation, myeloid cell–derived FXa and FXa-PAR2 signaling in monocyte-platelet aggregate formation, propagating monocyte differentiation into functionally impaired APCs. Those compromised APCs show reduced antigen uptake, cGAS-STING-IFN induction, and, in consequence, less capacity in fostering the expansion of antigen-experienced progenitor exhausted CD8^+^ T cells. Loss of FXa expression or FXa-PAR2 signaling by myeloid cells averts this immunosuppressive effect and provides a mechanism by which the pharmacological inhibition of FXa by DOACs alters function of APCs in the TME and thus allows the expansion of progenitor exhausted CD8^+^ T cells to synergize with clinically relevant ICB.

## Results

### FXa-PAR2 signaling modulates nucleic acid uptake and cGAS-STING-IFN-I induction in vivo.

Myeloid cell autonomous FXa-PAR2 signaling mediates immunosuppression in several spontaneous and transplanted tumor models (26). To specifically investigate FXa-PAR2 signaling–dependent alterations of tumor infiltrating macrophage and DC phenotypes, we compared single cell RNA sequencing (scRNA-seq) profiles of CD11c-selected cells from the TME of the spontaneous breast cancer model PyMT, developing in FXa signaling–resistant PAR2^G37I^ and signaling-competent PAR2^WT^ mice (26), later referred to as PyMT-PAR2^G37I^ or PyMT-PAR2^WT^. 

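PyMT mice carry the polyoma middle T oncogene as a transgene and develop breast tumors spontaneously. CD11c, on which the cells were selected with beads, is an integrin found on macrophages and DCs, so the selection sets which cells were seen. The experiment has 3 PyMT-PAR2 WT and 3 PyMT-PAR2 G37I CD11c-selected samples. The cells were frozen, thawed and processed on the 10x Genomics platform, in which each captured mRNA molecule carries a unique molecular identifier (UMI), so that molecules and not reads are counted. The authors deposited UMI counts per gene and cell, without normalization, in 1 matrix for the 6 samples together, and the cell barcodes carry no sample name. The matrix was therefore treated as 1 sample. No genotypes were compared, no value has a replicate error, and the depth of each sample is not known. The 95% confidence intervals (CI) are exact, Poisson for UMI counts and Clopper-Pearson for shares of cells, and cover counting error only.

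The matrix held 11980 barcodes. The 11639 cells with at least 200 detected genes were kept, with 123642015 UMIs in all. The median cell had 7943 UMIs, with quartiles of 2792.5 and 14308.5, and 2385 detected genes. Mitochondrial transcripts made up 4.58% of the UMIs of the median cell. Counts were scaled to 10000 per cell and log transformed, and cells were clustered by the Leiden method at resolution 1 on a graph of 15 nearest neighbors, built from 30 principal components of 2000 highly variable genes. *Mid1*, *Ifi208*, *Xist*, and mitochondrial genes did not enter the clustering. Transcript levels are the UMIs of a gene summed over the cells of a cluster, per 1000000 UMIs of that cluster (counts per 1000000, CPM). The clusters were formed in part from the genes whose levels are given, so these levels describe the clusters and do not test them. Scrublet, a doublet caller, marked 0 cells at its own threshold and so had not worked on these cells, and no doublets were removed.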

Seventeen distinct cell clusters were identified by t-distributed Stochastic Neighbor Embedding (tSNE) (Figure 1A). 

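Leiden clustering of the deposited counts, on the neighbor graph and not on a tSNE map, gave 24 clusters, numbered here from the largest to the smallest and separately from the clusters of Figure 1A. The largest, cluster 1, held 1455 cells, or 12.5% of all cells (CI 11.9% to 13.1%), and the smallest, cluster 24, held 28 cells. The number of clusters moved most with the resolution, to 20 at 0.6 and 32 at 1.5. With 1000 highly variable genes there were 24 clusters, and with 30 nearest neighbors there were 21. Depth differed between clusters, from a median of 520.5 UMIs per cell in cluster 20 to 21294 in cluster 12. Cluster 1 had a median of 1504 UMIs per cell, 0.189 of the median of all cells.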

The TME of PyMT-PAR2^WT^ mice had a higher cell abundance in clusters 1 and 6, whereas the TME of PyMT-PAR2^G37I^ mice was enriched in cluster 12 and 17 cells (Figure 1B). 

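The rebuilt clusters were named by fixed lists of marker genes. Of the 24 clusters, 8 were macrophage-like (clusters 2, 3, 5, 6, 8, 9, 14, and 15) and together held 6087 cells, 52.3% of the 11639 cells (CI 51.4% to 53.2%). Among DCs, clusters 4 and 13 were cDC2-like with 10.6% of the cells (CI 10.0% to 11.2%), clusters 10 and 19 were cDC1-like with 5.43% (CI 5.03% to 5.86%), and cluster 11 was migratory DC-like with 2.59% (CI 2.31% to 2.89%). Cells of other types stayed in the selected population. Clusters 12 and 20 were tumor or epithelial cell-like with 387 cells, cluster 16 was neutrophil-like with 210 cells, cluster 18 was T cell-like with 131 cells, cluster 21 was fibroblast-like with 89 cells, and cluster 22 was endothelial cell-like with 45 cells. Cluster 20 gave 128 of the 387 cells, at a median of 520.5 UMIs and 0.353% mitochondrial UMIs. Whether these are whole cells was not tested. Clusters 13, 15, and 19 each had 5 of 5 cycling markers. Clusters 1, 7, 17, 23, and 24, with 2523 cells or 21.7% (CI 20.9% to 22.4%), were left unnamed. Cluster 1 had 9 of 12 macrophage markers but few UMIs and none of these markers among its 10 leading genes, and cluster 7 had 3 of 12. Clusters 7 and 17 had under 50% of the markers of any type. CD11c selection precedes all of these shares, which are shares of the selected cells and not of the tumor.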

The different clusters were classified based on cell type defining markers (28–30) as macrophages (clusters 1, 2, 6, 8, 11, 12, 14, 17), DCs (cluster 3, 9, 15), monocyte/macrophage (cluster 10), macrophage/DC (cluster 5), or copurifying T cells (cluster 4), endothelial cells (cluster 7), eosinophils (cluster 13), and tumor cells (cluster 16) (Figure 1C). The top 5 defining marker genes of innate immune cell clusters are shown in Supplemental Figure 1A (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.190311DS1). 

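In the rebuilt clusters, leading genes were ranked by their level over that in all other cells, among genes detected in at least 25% of the cells of the cluster. The 5 leading genes were *Cd209f*, *Cd209g*, *Lyve1*, *C6*, and *Fcna* in macrophage-like cluster 3, *Il10*, *Gdf15*, *Cd93*, *Aoah*, and *Sh3bp5* in cluster 5, *Thbs1*, *Gm42031*, *Ms4a4c*, *Plac8*, and *Atp2b4* in cluster 6, and *Gpnmb*, *Arg1*, *Atp6v0d2*, *Htr2b*, and *Spp1* in cluster 8. Heat shock genes (*Hspa1b*, *Hspa1a*, *Hsph1*) led macrophage-like cluster 14. In cluster 7, which had no type name, they were *Retnla*, *Lyz1*, *Ear2*, *Aldh1a2*, and *Cebpe*. Among DCs, *Cd209a*, *Ifitm1*, *Klrd1*, *Ctnnd2*, and *Cd7* led cDC2-like cluster 4, *Snx22*, *Xcr1*, *A530099J19Rik*, *Clec9a*, and *Sema4f* led cDC1-like cluster 10, and *Tmem150c*, *Nudt17*, *Fscn1*, *Il12b*, and *Slco5a1* led migratory DC-like cluster 11. Macrophage-like clusters 2, 5, and 6 were less distinct than clusters 3 and 8. The first gene stood 5.29-fold over all other cells in cluster 2 (*Tlr12*), 5.08-fold in cluster 5 (*Il10*), and 3.82-fold in cluster 6 (*Thbs1*), against 341-fold in cluster 3 (*Cd209f*) and 53.4-fold in cluster 8 (*Gpnmb*).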

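*F10* (GRCm38 chromosome 8, 13037308 to 13056676, plus strand) and *F7* (chromosome 8, 13026034 to 13035809, plus strand) are neighboring protein-coding genes in the GENCODE M21 annotation, to which 98.0% of the deposited gene symbols matched. *F10* was highest in cluster 7, at 201 CPM (CI 194 to 209) from 2898 UMIs, which were 56.2% of all *F10* UMIs. Neutrophil-like cluster 16 followed at 126 (CI 97.9 to 160), but from only 68 *F10* UMIs, then cDC2-like cluster 13 at 105 (CI 96.2 to 114), unnamed cluster 17 at 91.5 (CI 65.1 to 125), and macrophage-like cluster 8 at 61.7 (CI 57.6 to 66.1). The intervals of clusters 13, 16, and 17 overlap, so their order was not resolved. The larger cDC2-like cluster 4 had only 9.11 CPM of *F10* (CI 7.41 to 11.1) and 1.01 of *F7* (CI 0.505 to 1.81), so the *F10* of cluster 13 is not shared by the cDC2-like cells as a whole. Cluster 13 had 5 of 8 cDC2 markers and 5 of 5 cycling markers, and its *Fn1* (1799 CPM) and *Mrc1* (512) lay between those of clusters 4 (60.4 and 229) and 7 (3248 and 678). Whether it mixes cDC2-like cells with cycling cells like those of cluster 7 was not tested, so the type of its *F10*-expressing cells is not settled by its name. Cluster 8 held 16.1% of the *F10* UMIs. *F7* was also highest in cluster 7, at 101 CPM (CI 95.5 to 106) and 49.4% of all *F7* UMIs, followed by cluster 8 at 61.6 (CI 57.4 to 65.9) with 28.3% and cluster 13 at 53.8 (CI 47.8 to 60.4). No *F7* UMI was found in cluster 16, which allows up to 6.84 CPM. T cell-like cluster 18 had 0 UMIs of *F10* and of *F7*, which allows up to 5.27 CPM for each.

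Of the alternatives, a mean over cells in place of a sum of UMIs moved *F10* most, to 82.8 CPM in cluster 8. Cluster 7 had the highest *F10* and *F7* in every setting tried, at resolutions 0.6 and 1.5, with outlying cells left out, with the mean over cells, and with the highest doublet scores left out. A rule set in advance took the 2 clusters of highest *F10* and placed the one with the higher sum of *Fabp5*, *Txn1*, *Lgals3*, and *Prdx5* beside the paper's monocyte/macrophage cluster 10 and the other beside its macrophage/DC cluster 5. By this rule cluster 7, with a sum of 3287 CPM, would stand beside cluster 10 and neutrophil-like cluster 16, with 1450.1, beside cluster 5. Cluster 8 had the highest sum of all clusters, 11711. The pairing used from here on, of cluster 8 with the paper's cluster 10 and of cluster 7 with its cluster 5, was chosen after these values were seen.

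**Figure D1:**
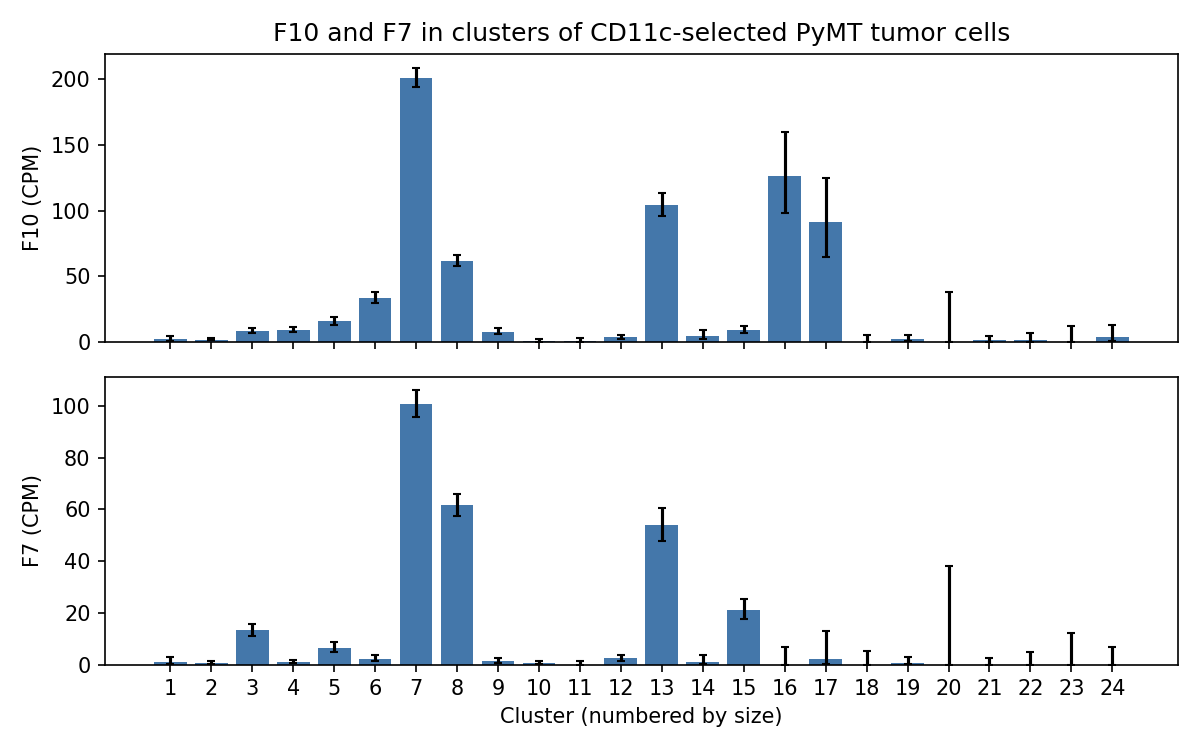
*F10* (top) and *F7* (bottom), in CPM, in each of the 24 rebuilt clusters of CD11c-selected cells. Bars are sums over all cells of a cluster and error bars are 95% Poisson intervals, which cover counting error only; cluster 7 is highest for both genes and cluster 16 has *F10* without *F7*.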

High expression of *F10* mRNA and *F7* mRNA, encoding for the FX activating protease FVII*,* was detected in clusters 5 and 10 (Figure 1C and Supplemental Figure 1B).

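Macrophage-like cluster 8, placed beside the paper's cluster 10, held 773 cells with a median of 14448 UMIs. It had the highest level of *Fabp5* of the 24 clusters, at 4011 CPM (CI 3977 to 4045). Migratory DC-like cluster 11 was next at 3234, and T cell-like cluster 18 had 54.3 (CI 38.4 to 74.5). For *Lgals3* cluster 8 stood at 5785 CPM (CI 5745 to 5826), with cluster 9 next at 2978. *Prdx5* was also highest in cluster 8, at 731 CPM (CI 717 to 746), against 655 (CI 626 to 685) in cluster 1. *Txn1* was at 1184 (CI 1166 to 1203) in cluster 8 and at 1174 (CI 1132 to 1217) in cycling cDC1-like cluster 19, a difference within counting error. Cluster 8 also had the highest *Trem2*, at 1335 CPM, with cluster 15 next at 603. Because cluster 8 was picked by the sum of these genes other than *Trem2*, its first place in that sum is not an independent result. Its first place in *Trem2* is not one either. *Trem2* was chosen for the text after its values were seen and is among the macrophage markers used for naming. Leaving out the cells with the highest doublet scores moved *Fabp5* in cluster 8 most, to 4201 CPM.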

Besides phenotypic macrophage markers (Figure 1, C and D), cluster 10 cells were enriched in transcripts involved in oxidative stress and lipid metabolism (*Fabp5*, *Txn1*, *Lgals3*, *Prdx5*), thus resembling lipid-associated (31) or TREM2^hi^ macrophages (32). 

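Cluster 7, placed beside the paper's cluster 5, held 869 cells with a median of 14928 UMIs. Its *Mrc1* level of 678 CPM (CI 665 to 692) was below that of macrophage-like clusters 3 at 2166 (CI 2137 to 2196) and 5 at 954 (CI 932 to 977), and far above that of T cell-like cluster 18 at 8.57 (CI 3.15 to 18.7). Of the monocyte genes, *Ccr2* was highest in cluster 7, at 637 CPM (CI 624 to 650), with cDC2-like cluster 13 next at 553 (CI 533 to 573). *Fn1* was at 3248 CPM (CI 3218 to 3277), second to the 5751 of fibroblast-like cluster 21. *Ly6c2* was nearly missing from cluster 7, with 25 UMIs or 1.74 CPM (CI 1.12 to 2.57), whereas unnamed cluster 17 had 866 and macrophage-like cluster 6 had 136.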

Cluster 5 cells showed transcripts (Figure 1, C and D) characteristic for early-stage monocytes differentiating into macrophages (33) and already expressed the TME macrophage marker *Mrc1*. However, cluster 5 cells also expressed *Cd209a* (DC SIGN), a marker of immature and monocyte-derived DCs (moDCs) in peripheral tissues (34). 

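*Cd209a* (GRCm38 chromosome 8, 3743397 to 3748984, minus strand) was at 123 CPM (CI 118 to 129) in cluster 7 and was detected in 31.3% of its cells. In T cell-like cluster 18, with a median of 4366 UMIs per cell against 14928 in cluster 7, it was detected in 0.763% of the cells. The highest *Cd209a* levels were in cDC2-like clusters 4, at 702 CPM (CI 686 to 718), and 13, at 219 (CI 206 to 232). Macrophage-like cluster 3 had 58.5 (CI 53.7 to 63.6), and macrophage-like cluster 8 had 6.25 (CI 4.98 to 7.73).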

Importantly, cluster 5 and 10 cells, expressing *F10,* from the TME of PyMT-PAR2^G37I^ mice had significantly lower expression of *Lilrb4a* (Lilrb4, ILT3), *Il10*, and of genes involved in TGFβ release and signaling, such as *Thbs1* (thrombospondin 1), *Nrros* (Lrrc33), *Lrrc32* (GARP), and *Tgfbr1*. Expression of these genes cause immune suppression, because ILT3 together with fibronectin (*Fn1*) and the TGFβ receptor Lrrc33 function as checkpoints suppressing myeloid cells (35). IL10 and TGFβ enhance expression of thrombospondin 1, which, in turn, promotes IL10 and TGFβ release and is a binding partner for CD41/CD61 on platelets (36–38).

Cluster 1 and 6 cells, which were expanded in PyMT-PAR2^WT^mice, had transcript profiles (Figure 1D) resembling resident-like and infiltrating macrophage subsets, also found in cardiovascular diseases and premalignant lesions (31, 32). 

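*Pf4* (GRCm38 chromosome 5, 90772435 to 90773383, plus strand) reached 2005 CPM (CI 1976 to 2033) in macrophage-like cluster 3, which held 1035 cells and 51.4% of all *Pf4* UMIs. Macrophage-like cluster 5 was next at 797 (CI 776 to 818), and cluster 8 followed at 396. T cell-like cluster 18 had 3 *Pf4* UMIs, or 4.29 CPM (CI 0.884 to 12.5). The mean over cells moved the level in cluster 3 most, to 1781 CPM. At resolution 1.5 the next cluster came closest, with 1490 CPM against 2034. By a rule set in advance, the cluster of highest *Pf4* stands beside the paper's cluster 6.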

Cluster 6 cells showed the highest expression of *Pf4*. Pf4-expressing macrophages were recently described to promote tumor growth via T_H1_-T_reg_ polarization (39). Furthermore, cluster 14 cells, which were also somewhat more prominent in PyMT-PAR2^WT^ mice, expressed *Vegfa*, *Thbs1*, *Tgfb1*, *Tgfbr1,* and *Lilrb4a,* implicated in neoangiogenesis, metastasis, and immunosuppression (40, 41). In addition to downregulated immunosuppressive transcripts (*Mrc1, Il10*), several macrophage subsets in the TME of PyMT-PAR2^G37I^ mice also showed lower expression of immune checkpoints (*Havcr2*, *Vsir*, *Lag3*, *Cd274*), but upregulated *Timd4* (T cell immunoglobulin and mucin domain containing 4, TIM4) (Figure 1E). 

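No rule set in advance paired a rebuilt cluster with the paper's cluster 14. Macrophage-like cluster 6, with 924 cells, was placed beside it after the levels were seen, as the macrophage-like cluster with the highest *Vegfa* and *Thbs1*. It had 468 CPM of *Vegfa* (CI 453 to 483) and 1474 of *Thbs1* (CI 1447 to 1501). Neutrophil-like cluster 16 had more of both, at 1313 of *Vegfa* (CI 1218 to 1413) and 4421 of *Thbs1* (CI 4245 to 4602), and fibroblast-like cluster 21 had 1896 of *Thbs1*. *Tgfb1* in cluster 6 was at 322 CPM (CI 310 to 335), below T cell-like cluster 18 at 629 (CI 571 to 690). *Tgfbr1* was at 148 in cluster 6 (CI 140 to 156) and reached 307 (CI 298 to 317) in macrophage-like cluster 2 and 289.5 (CI 277 to 302) in macrophage-like cluster 9, whose intervals overlap. *Lilrb4a* was at 54.4 in cluster 6 (CI 49.4 to 59.7), 1.08-fold over all other cells, and reached 96.2 (CI 89.2 to 104) in macrophage-like cluster 9, 93.8 (CI 80.4 to 109) in macrophage-like cluster 14, and 89.0 (CI 65.6 to 118) in cluster 16, whose intervals overlap. Among the alternatives *Thbs1* moved most, to 2116.5 CPM in the cluster matched to cluster 6 at resolution 1.5.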

TIM4 is important for capture and engulfment of tumor cell–associated antigens and responses to αPD1 treatment (42).

Cluster 17 cells expressed transcripts (Figure 1D) that were consistent with an oxidative stress and cycling phenotype, but also autophagy and DNA sensing (33). Remarkably, we found higher transcript levels of PyMT tumor antigens (43, 44) (*Hspa4l*, *Lyar*, *Ddx20*, *Acrbp*) in these cells of PyMT-PAR2^G37I^ relative to PyMT-PAR2^WT^ mice (Figure 1E), suggesting increased uptake of tumor cell debris, which contains various nucleic acid species. Among these are RNA:DNA hybrids that can be detected during RNA-seq. Similar to dsDNA, RNA:DNA hybrids bind to the cyclic GMP-AMP synthase (cGAS), triggering its activation and leading to the production of cGAMP and subsequent activation of the stimulator of interferon genes (STING) (45). Stimulation of the cGAS-STING pathway in APCs mediates antitumor immunity through type-I interferon (IFN-I) production — namely IFNβ — promoting CD8^+^ T cell priming (46, 47). Increased *Mb21d1* (cGAS) expression in cluster 17 cells from the PyMT-PAR2^G37I^ TME compared with WT indicated activation of this pathway. We also found higher expression of IFN-induced genes, such as *Klra17* (48), *Ly6a* (49), *Rsad2,* and *Tnfrsf9* (50, 51) in cluster 17 cells from mutant mice (Figure 1E). Higher transcript levels of IFN-induced genes were not limited to cells in cluster 17, but were also detected in other macrophage and DC clusters of PyMT-PAR2^G37I^ mice. The IFN-inducible genes *Ifi208* (52) and *Mid1* (53) were not only upregulated on a per cell basis, but the abundance of cells expressing *Ifif208* and *Mid1* was also increased in PyMT-PAR2^G37I^ compared with PyMT-PAR2^WT^ mice (Figure 1E and Supplemental Figure 1C).

Expression of transcription factors (*Zbtb46*, *Fcgr1*, *Batf3*) in cluster 9 and 10 cells relevant for moDC and classical DC differentiation (54) suggested a shift to moDCs, which express *Itgae*, in the TME of PyMT-PAR2^G37I^ mice (Figure 1, C and E). In addition, upregulation of *Ifnb1* (cluster 3, 8, 11, 12, 15) and *Cxcl9* (cluster 8, 10, 11, 12), both relevant for IL-12 induction in DCs, indicated improved T cell priming in FXa-PAR2 signaling deficient mice.

Interestingly, impaired FXa-PAR2 signaling also affected the phenotype of contaminating *Cd44/Epcam*^+^ tumor cells (cluster 16). In PyMT-PAR2^G37I^ mice, these had lower transcript levels implicated in epithelial-to-mesenchymal transition (EMT), metastasis, proliferation, and stem cell signature (Supplemental Figure 1D) found in PyMT cancer cells (55). The indicated reduced metastatic potential was in line with macrophage FX–deficient PyMT mice displaying less spontaneous lung metastases (26).

### Myeloid cell FX deficiency and abrogated FXa-PAR2 signaling cause similar quantitative shifts in myeloid subpopulations in the TME.

Myeloid cell FX deficiency phenocopies the reduced tumor growth seen in FXa-PAR2 signaling–defective mice (26). We next analyzed the TME of cohoused PyMT-F10^fl/fl^LysMcre mice and PyMT-F10^fl/fl^ littermate controls by flow cytometry for phenotypic changes in macrophage and DC subsets. 

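In the scRNA-seq data of CD11c-selected cells, *Fcgr1* was at 221 CPM (CI 211 to 230) in macrophage-like cluster 3, which has the highest *Pf4*. It was close to this in macrophage-like clusters 5, at 227 (CI 216 to 238), 8, at 235 (CI 227 to 243), and 14, at 236 (CI 215 to 259), and at 2.86 (CI 0.346 to 10.3) in T cell-like cluster 18. *Mertk* was highest in cluster 3, at 64.7 CPM (CI 59.6 to 70.0), and in cluster 8, at 59.1 (CI 55.1 to 63.4), and these intervals overlap. Cluster 18 had 0 *Mertk* UMIs. *Procr*, which encodes EPCR, was low in cluster 3, at 9.39 CPM (CI 7.53 to 11.6). Among macrophage-like clusters it was highest in cluster 9, at 100.0 (CI 92.9 to 107), and cluster 8, at 66.8 (CI 62.5 to 71.3). *Procr* was higher still in migratory DC-like cluster 11, at 147 (CI 133 to 162), and in unnamed cluster 23, at 670.2 (CI 581 to 769) in 29 cells. *Mrc1* in cluster 8 was at 92.8 CPM (CI 87.7 to 98.1). None of the rebuilt clusters was paired with the paper's cluster 1.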

For the identification of macrophage subpopulations, we used CD64 (*Fcgr1*), MerTK, EPCR (*Procr*), and Mrc1 (Supplemental Figure 2A and Figure 2A), characterizing cluster 1 and 6 cells with reduced abundance in PyMT-PAR2^G37I^ versus PyMT-PAR2^WT^ mice in the scRNA-seq data set. Although the flow cytometry gating strategy had lower resolution to dissect macrophage heterogeneity than the scRNA-seq (Supplemental Figure 2B), the TME of PyMT-F10^fl/fl^LysMcre mice showed reduced CD64/MerTK/EPCR/Mrc1^+^ macrophages (Figure 2A) which also encompassed *Mertk/Fcgr1* expressing cluster 2 and 14 cells and the *F10* expressing cluster 5 and 10 cells in the scRNA-seq data of PyMT-PAR2^G37I^ and PyMT-PAR2^WT^ mice. Conversely, CD64^lo/–^MerTK^–^Mrc1^–^α4β7^+^ macrophage/DC subsets matching cells from cluster 3, 9, 10, 12, 15, and 17 (Figure 2B and Supplemental Figure 2B) were increased in the TME of PyMT-F10^fl/fl^LysMcre mice (Figure 2B). Moreover, the frequency of CD103^+^ DC-expressing BTLA, an immune checkpoint relevant for tolerance induction, was reduced in the TME of PyMT-F10^fl/fl^LysMcre mice, fitting to lower expression levels of *Btla* in cluster 3 and 15 cells of PyMT-PAR2^G37I^ versus PyMT-PAR2^WT^ mice (Figure 2C). Thus, flow cytometry of myeloid cell FX-deficient mice indicated a shift in macrophage populations concordant with FXa-PAR2 signaling–deficient mice. However, while the scRNA-seq data did not reveal a quantitative difference in *Itgae*-expressing DCs in PyMT-PAR2^G37I^ mice compared with PyMT-PAR2^WT^ mice, PyMT-F10^fl/fl^LysMcre mice had higher frequencies of CD103^+^ DCs that also showed higher IL12 production (Figure 2D).

### Myeloid cell–expressed FXa is crucial for nucleic acid uptake by antigen presenting cells.

We next asked whether the suggested improved uptake of tumor cell debris and activation of the cGAS-STING-IFN-I pathway in vivo resulted from the loss of cell intrinsic FXa-PAR2 signaling. Therefore, we differentiated BM monocytes from F10^fl/fl^LysMcre, PAR2^G37I^ and strain matched control WT mice with macrophage colony stimulating factor (M-CSF) into macrophages, which upregulated relevant coagulant factors during differentiation (Supplemental Figure 3A). We used EdU labeled tumor cells to isolate cell-free debris containing EdU^+^ DNA, RNA, and RNA:DNA hybrids and proteins, and quantified EdU^+^ DNA uptake efficiency by a Click-IT EdU reaction in flow cytometry (56). Macrophages lacking FXa-PAR2 signaling or FX expression showed an improved uptake of cell-free tumor debris (Figure 3A). This led to increased cGAS-dependent cGAMP production (Figure 3B) and IRF3 phosphorylation (Figure 3C) as shown as an exemplary for F10^fl/fl^LysMcre vs F10^fl/fl^ mice. In line with the presented in vivo data for FXa-PAR2 cleavage–resistant mice (Figure 1E), macrophages from myeloid cell FX-deficient and FXa-PAR2 signaling–impaired mice showed upregulated mRNA expression of *Mb21d1*, *Sting1*, and *Ifnb1*, indicating increased activation of the cGAS-STING-IFN-I pathway (Figure 3D).

Induction of the cGAS-STING-IFN-I pathway stimulates antitumor immune responses in vivo (46, 47). We therefore differentiated bone marrow (BM) monocytes into immature DCs (iDCs), which also expressed relevant coagulation factors during differentiation (Supplemental Figure 3B). Cell-free tumor debris uptake by PAR2^G37I^ and F10^fl/fl^LysMcre iDC was markedly enhanced relative to controls (Figure 3E). In line with the increased tumor debris uptake, the cGAS-STING-IFN pathway resulting in increased *Il12p40* mRNA expression was also induced in iDCs lacking FX expression or FXa-PAR2 signaling (Figure 3F). Furthermore, iDCs of F10^fl/fl^LysMcre but not of PAR2^G37I^ mice showed an upregulated *Itgae* mRNA expression (Figure 3F). This observation was in line with higher frequencies of CD103^+^ DCs in the TME of tumor-bearing mice in F10^fl/fl^LysMcre compared with littermate controls (Figure 2D) whereas the abundance of *Itgae*-expressing DCs in clusters 3 and 9 in the TME of PAR2^G37I^ mice did not differ from WT mice (Figure 1B).

### Myeloid cell–derived FXa recruits immune suppressive platelets.

Macrophage FX is typically activated by coagulation factor VIIa (FVIIa) in complex with TF. FXa, in turn, binds to activated factor V (FVa) as part of the prothrombinase complex, which subsequently catalyzes the conversion of prothrombin (FII) to thrombin (FIIa) (Figure 4A). TF, FVII, and FX were expressed by monocyte-derived macrophages and DCs (Supplemental Figure 3, A and B), whereas prothrombin was not (Supplemental Figure 4A). As previously described, protein expression of FX by macrophages can be induced by inflammatory LPS/IFNγ priming (26). In contrast, platelets from naive or tumor-bearing mice contained FVa and prothrombin but no FX, irrespective of inflammatory priming (Figure 4B). Although tumor cells are a known source of prothrombin (57), our tumor models showed only very low prothrombin (*F2*) mRNA expression and no detectable prothrombin protein in cell lysates (Supplemental Figure 4, A and B). We hypothesized that macrophage-derived FXa could trigger thrombin generation on the platelet surface expressing FVa. Indeed, reactions of M-CSF differentiated and LPS/IFNγ-primed macrophages stimulated thrombin generation only when platelets were present (Supplemental Figure 4C). In addition, thrombin generation was markedly reduced in macrophages derived from F10^fl/fl^LysMcre but not FXa-PAR2 signaling–deficient PAR2^G37I^ mice (Supplemental Figure 4C). Thrombin is a potent platelet activator and cleaves GARP on the platelet surface, thereby liberating TGFβ (23). Accordingly, the interaction of macrophages with platelets triggering thrombin generation resulted in the release of active TGFβ into the supernatant (Supplemental Figure 4D).

Platelet-derived TGFβ has been demonstrated to be the dominant source of functional TGFβ systemically and in the TME and to be bound to the platelet TGFβ docking receptor GARP (24). Circulating platelets from tumor-bearing mice expressed higher surface levels of GARP and LAP/TGFβ (Figure 4C), and isolated platelets spontaneously released higher levels of active TGFβ than platelets from naive mice, which were significantly enhanced upon exposure to thrombin (Figure 4D). In addition, thrombin stimulation increased platelet GARP and LAP/TGFβ surface levels, especially on platelets from naive mice (Figure 4C). Furthermore, addition of platelets isolated from tumor-bearing mice to BM monocytes for 60 minutes resulted in aggregate formation with much higher GARP and LAP/TGFβ expression than observed upon addition of naive platelets (Figure 4E). In line with prior studies (58), thrombin stimulation of naive platelets in vitro resulted in a dose- and time-dependent formation of monocyte aggregates detected by the platelet surface markers CD41, LAP, and GARP (Supplemental Figure 4E). Thus, thrombin stimulation of platelets or in vivo priming of platelets in tumor-bearing mice increased monocyte aggregate formation. Aggregate formation was markedly reduced when monocytes and platelets were cocultured in the presence of the FXa inhibitor rivaroxaban or the thrombin inhibitor hirudin (Supplemental Figure 5A).

We next asked whether aggregate formation with platelets could alter the phenotypes of in vitro–differentiated DCs and macrophages. Macrophage differentiation in the presence of platelets, thrombin, or active TGFβ significantly reduced the uptake of EdU^+^ tumor debris compared with control macrophages (Figure 4F). Reduced nucleic acid uptake also correlated with diminished induction of *Mb21d1* mRNA encoding cGAS (Figure 4G). Differentiation of iDCs in the presence of thrombin showed a similar impairment of tumor debris uptake (Figure 4H). Furthermore, iDCs differentiated in the presence of platelets from tumor-bearing, but not from naive, mice showed reduced *Itgae* (*Cd103*) mRNA expression (Figure 4I). Thus, platelets, and potentially platelet-mediated thrombin generation, interfere with crucial initial steps in tumor-antigen uptake and priming of antitumor responses.

Activated platelets also form aggregates with circulating monocytes. We next asked whether the association of platelets with monocytes was dependent on monocyte synthesized FX. We isolated monocytes from the BM of F10^fl/fl^, F10^fl/fl^LysMcre, PAR2^WT^, and PAR2^G37I^ mice and stimulated them with LPS/IFNγ for 4 hours to induce FX expression, followed by incubation with platelets for 60 minutes to allow for thrombin generation, platelet activation, and aggregate formation (Figure 4J). Cells were washed to stop further aggregate formation and analyzed by flow cytometry for CD41, GARP, and LAP accumulation on the monocyte surface. CD41, GARP, and LAP were only detectable upon addition of platelets (Figure 4K). FX-deficient monocytes formed fewer CD41^+^ monocyte-platelet aggregates and bound significantly less CD41. Remarkably, monocytes from FXa-PAR2 signaling–deficient PAR2^G37I^ mice also formed significantly reduced numbers of monocyte-platelet aggregates, indicating that PAR2 signaling primed monocytes for platelet interaction (Figure 4L). Similarly, the accumulation of tumor-induced platelet markers GARP and LAP were also reduced on monocytes from F10^fl/fl^LysMcre and PAR2^G37I^ mice (Figure 4K).

### FX regulates monocyte-platelet aggregate formation during tumor progression.

To investigate the relevance of the platelet aggregate supporting role of monocyte-derived FX and FXa-PAR2 signaling in tumor progression, we measured the abundance of FX-expressing monocytes in the peripheral blood of tumor-bearing WT mice. The frequency of FX^+^ monocytes increased with tumor burden (Supplemental Figure 5B). In addition, FX^+^ monocytes stained all positive for CD41 (Supplemental Figure 5B), in line with the in vitro data demonstrating a role for monocyte-expressed FX in monocyte-platelet aggregate formation (Figure 4K). We also detected higher surface expression of LAP/GARP on peripheral blood monocytes during tumor progression (Figure 5A) and only CD41^+^ monocytes were LAP^+^GARP^+^ (Figure 5B). In line with prior studies in patients with cardiovascular disease (59), treatment of mice with rivaroxaban reduced the frequency of CD41^+^ monocyte-platelet aggregates that also stained positive for LAP and GARP (Figure 5, A and C).

We next studied monocyte-platelet aggregates in mice with subcutaneously implanted PyMT breast cancer cells. In line with spontaneously developing breast cancer (26), PyMT tumors grew slower in mice lacking myeloid FX expression or FXa-PAR2 signaling (Figure 5D). Although the frequencies of all macrophages in the TME did not differ between F10^fl/fl^ and F10^fl/fl^LysMcre or PAR2^WT^ and PAR2^G37I^ mice, the frequencies of CD41^+^ macrophages were markedly reduced upon abrogated myeloid FX expression or FXa-PAR2 signaling (Figure 5E). In addition, the frequency of CD41^+^ monocytes in the peripheral blood of tumor-bearing mice was significantly lower in myeloid FX or FXa-PAR2 signaling–deficient mice compared with the respective control mice (Figure 5F).

Increased circulating monocyte-platelet aggregates were also detected in human patients with lung cancer. In this explorative study, the patients with untreated disease at primary diagnosis or with progressive disease showed the highest abundance of FX^+^ monocytes, as well as monocytes forming aggregates with platelets, compared with healthy controls (Figure 5G). Patients receiving direct oral FXa inhibitors had a lower abundance of monocyte-platelet aggregates that were also characterized by LAP surface expression. Thus, we could verify our preclinical results of increased frequencies of FX-expressing peripheral blood monocytes and FXa-regulated monocyte-platelet aggregate formation in patients with cancer. In addition, the abundance of FX^+^ TAM in the TME of mice with different tumor models (Figure 5H) as well as in the TME of patients with pancreatic cancer (Figure 5I) increased with tumor size, indicating that expansion of FX^+^ TAM is a potential marker for tumor progression.

### Progenitor exhausted CD8^+^ T cells are expanded in FXa-PAR2 signaling–deficient mice.

cGAS-STING–induced IFN-I increases the expression of the transcription factor TCF1, and, in consequence, the activity of stem-like CD8^+^ T cells (60) that are capable of self renewal and differentiation into effector cells (61). 

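The T cell experiment has 3 PyMT-PAR2 WT and 3 PyMT-PAR2 G37I samples of cells selected from tumors with CD4 and CD8 beads, frozen, thawed, and processed on the same platform as the CD11c-selected cells. The authors again deposited the UMI counts of the 6 samples in 1 matrix whose barcodes name no sample, so it was also treated as 1 sample, with the same processing, intervals, and limits, and no genotypes were compared. It held 23101 barcodes. The 22806 cells with at least 200 detected genes had 135965765 UMIs in all, a median of 4361 UMIs per cell with quartiles of 2942.25 and 6574.75, and a median of 1570 detected genes. Mitochondrial transcripts made up 4.57% of the UMIs of the median cell. Clustering gave 24 clusters, 17 at resolution 0.6 and 29 at resolution 1.5, numbered by size and separately from those of the CD11c-selected cells. CD8 T cell-like clusters 1, 2, 3, 4, 5, 7, 8, 11, 12, and 14 held 16745 cells, or 73.4% (CI 72.8% to 74.0%). Cluster 10 was CD4 T cell-like with 957 cells, cluster 15 was T cell-like with 377, and cluster 17 was regulatory T cell-like with 287. Macrophage-like clusters 13, 16, and 19 held 1038 cells. Clusters 6, 9, 20, and 24, with 12.3% of the cells (CI 11.9% to 12.7%), were left unnamed. Clusters 6 and 9 had medians of 946 and 917 UMIs per cell and 22.7% and 31.6% mitochondrial UMIs. None of the rebuilt T cell clusters was paired with a numbered cluster of the paper, and values are given for the clusters as rebuilt. Levels are pooled over 6 alphabetical stretches of the barcode list, called barcode runs, which were not linked to samples. Cluster 5 had 91.8% of its cells in run 3. Differences between T cell clusters were therefore not separated from differences between runs.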

To investigate the consequences of the observed enhanced cGAS-STING-IFN-I induction in APCs present in the TME of FXa-PAR2 signaling–deficient mice, we characterized the phenotypes of CD8^+^ T cells by generating scRNA-seq profiles of tumor-infiltrating lymphocytes from the TME of PyMT transgenic mice. PyMT-PAR2^G37I^ mice showed an overall similar abundance and phenotype of T cell subsets as PyMT-PAR2^WT^ mice, except for clusters 6 and 7, which were more prominent in PAR2^G37I^ mice and markedly reduced in PAR2^WT^ mice (Figure 6A).

Cells from these clusters expressed TCRβ chain (*Trbc2)* and *Cd8a* (Figure 6B) as well as markers defining progenitor and terminally exhausted T cells (Figure 6, C and D) (61). 

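Among the rebuilt CD8 T cell-like clusters, *Trbc2* ranged from 1276 CPM in cluster 4 (CI 1259 to 1294) to 2757 in cluster 5 (CI 2718 to 2797), and was at 14.5 (CI 12.5 to 16.8) in macrophage-like cluster 13 of the same cells. *Cd8a* ranged from 434 CPM in cluster 3 to 898 in cluster 14, against 7.77 (CI 6.33 to 9.44) in cluster 13. The low-UMI clusters 6 and 9, which had no type name, also had both transcripts. Cluster 6 had 499 CPM of *Trbc2* (CI 468 to 532) and 377 of *Cd8a* (CI 350 to 405), and cluster 9 had 2596 of *Trbc2* (CI 2495 to 2700) and 904 of *Cd8a* (CI 845 to 967).

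*Pdcd1*, which encodes PD1 and which the paper uses for progenitor and for terminally exhausted cells, and *Tcf7*, which encodes TCF1, used for progenitor cells, differed between the CD8 T cell-like clusters. Cluster 1, with 3713 cells, had the highest *Pdcd1*, at 563 CPM (CI 551 to 575), the highest *Ccl5*, at 15007 (CI 14946 to 15068), and little *Tcf7*, at 21.7 (CI 19.5 to 24.2), which overlaps cluster 14 at 28.3 (CI 21.3 to 36.8). Cluster 4, with 2000 cells, had the lowest *Pdcd1*, at 37.6 (CI 34.7 to 40.7), with *Tcf7* at 101 (CI 96.3 to 106). Cluster 12, with 601 cells, had *Tcf7* at 182 (CI 168 to 197) and *Slamf6* at 117 (CI 106 to 129), the highest of the CD8 T cell-like clusters, together with *Pdcd1* at 422 (CI 401 to 445). In clusters 6 and 9 *Pdcd1* was at 159 (CI 142 to 178) and 343 (CI 306 to 382), and *Tcf7* at 54.4 (CI 44.4 to 66.0) and 82.5 (CI 65.3 to 103). Across clusters 1 and 4 and the T cell genes named in the paper, *Tnfrsf9* in cluster 1 moved most with the processing, from 167 to 110 CPM at resolution 1.5.

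**Figure D2:**
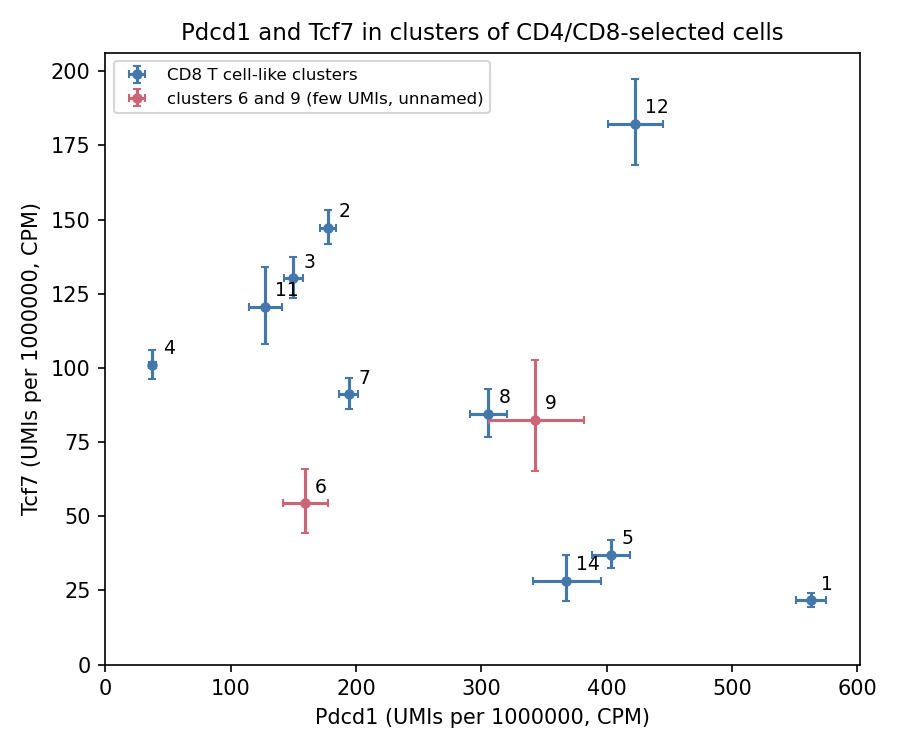
*Pdcd1* (x axis) against *Tcf7* (y axis), both in CPM, in the CD8 T cell-like clusters and in the unnamed low-UMI clusters 6 and 9 of CD4/CD8-selected cells. Each point is 1 cluster with its number, and error bars are 95% Poisson intervals; cluster 1 has the highest *Pdcd1* and little *Tcf7*, and cluster 12 is high for both.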

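*Ifnar1* was found at similar levels in all CD8 T cell-like clusters, from 90.9 CPM in cluster 11 (CI 80.2 to 103) to 126 in cluster 14. *Ifnar2* was lower, from 32.7 CPM in cluster 1 (CI 29.9 to 35.7) to 45.3 in cluster 2. In the low-UMI clusters 6 and 9, *Ifnar1* was higher than in every CD8 T cell-like cluster, at 216 (CI 196 to 238) and 193 (CI 166 to 223), from 409 and 185 UMIs. The makeup of the transcripts was shifted in clusters 6 and 9 together, with 6 nuclear RNAs at a median of 2.65-fold and ribosomal protein genes at 0.315 of their level in the CD8 T cell-like clusters. A CPM level there is a share of this altered pool, and loss of other RNA alone could raise it, so the values do not show more *Ifnar1* per cell. *Ifnar2* was at 35.9 in cluster 6 (CI 27.9 to 45.5) and 76.2 in cluster 9 (CI 59.8 to 95.9). Both genes were higher in plasmacytoid DC-like cluster 22, with *Ifnar1* at 290.1 (CI 261 to 321) and *Ifnar2* at 279 (CI 251 to 310). In tumor or epithelial cell-like cluster 18 *Ifnar1* was at 19.7 (CI 16.9 to 22.9).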

In line with the role of IFN-I in inducing TCF1 expression, these cells also expressed *Ifnar1* and *Ifnar2* required for IFN-I signaling. In addition, the expression of *Tnfrsf9* (CD137) indicated a recent antigen recognition (62). 

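*Tnfrsf9* was highest in regulatory T cell-like cluster 17, at 1061 CPM (CI 1013 to 1110), which held 18.9% of all *Tnfrsf9* UMIs. Of the CD8 T cell-like clusters, clusters 14, at 173 (CI 155 to 192), and 1, with a CI of 161 to 174, had the most, and these intervals overlap. Clusters 11, 3, and 2 had the least, at 26.2, 30.0, and 32.4 CPM, with overlapping intervals. In the low-UMI clusters *Tnfrsf9* was at 62.3 in cluster 6 (CI 51.6 to 74.7) and 146 in cluster 9 (CI 123 to 173).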

Evaluation of additional markers for exhausted T cell subsets (63) showed higher expression of *Satb1* and *Cd28* in cluster 6 cells compared with cluster 7, suggesting a progenitor phenotype (Figure 6D). 

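Of the CD8 T cell-like clusters, cluster 4 had the highest *Satb1*, at 533 CPM (CI 522 to 544), and clusters 5, at 9.65 (CI 7.45 to 12.3), and 1, at 17.7 (CI 15.7 to 20.0), had little, as did cluster 12, at 21.5 (CI 16.8 to 27.0). *Cd28* did not follow *Satb1*. It was highest in cluster 11, at 658 CPM (CI 628 to 688), and cluster 5, at 513 (CI 496 to 530.0), and lowest in cluster 14, at 169.6 (CI 152 to 189), and cluster 4, at 187 (CI 180 to 194). Heat shock genes (*Hspa1a*, *Hspa1b*, *Hsph1*) led cluster 11, and 91.8% of cluster 5 lay in run 3. The high *Cd28* of these clusters was not separated from either. Between the low-UMI clusters, cluster 9 had more of both than cluster 6 when pooled over barcode runs. Run 4 held 54.4% of cluster 6 and run 5 held 62.7% of cluster 9, so this order may be one of runs. The transcript pools also differed, as cluster 9 had 8 of 8 T cell markers and cluster 6 had 3 of 8. *Trbc2* was higher in cluster 9 as well. The order therefore does not show more *Satb1* or *Cd28* per T cell. *Satb1* was at 495 (CI 451 to 542) in cluster 9 and 329 (CI 304 to 356) in cluster 6, and *Cd28* at 590.0 (CI 542 to 641) and 268 (CI 246 to 293). From a difference in *Satb1* and *Cd28* between its clusters 6 and 7, the paper proposes a progenitor phenotype for the cells of its cluster 6.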

Cluster 7 cells from PAR2^WT^ mice expressed higher amounts of *Ccl5,* consistent with terminally exhausted T cells (Figure 6E). In contrast, cluster 7 cells from PAR2^G37I^ mice had higher transcript levels related to progenitor status (*Satb1*, *Lef1*, *Bcl6*, *Ccr7*) (61) and lower expression of terminally differentiated cell markers (*Gzmb*, *Ccl5*) (61) relative to PAR2^WT^ mice (Figure 6E). These cells also showed higher transcript levels of *Tbx21*, *Tnf,* and *Tcf7* in PAR2^G37I^ mice and therefore fitted best to an intermediate exhausted phenotype (63). In a next step, we verified altered T cell phenotypes in the TME (Figure 6F) and tumor draining lymph nodes (Figure 6G) of PyMT-F10^fl/fl^LysMcre versus littermate control PyMT-F10^fl/fl^ mice. CD8^+^ T cell counts and frequencies of progenitor (T_pex_) and terminally (T_tex_) exhausted CD8^+^ T cells were also increased in the TME and tumor-draining lymph nodes of myeloid cell FX deficient mice.

Activation of the cGAS-STING-IFN pathway in the APCs from the TME of PyMT-PAR2^G37I^ mice also caused higher transcript levels of IFN-induced genes in CD8^+^ T cells of PyMT-PAR2^G37I^ mice compared with PyMT-PAR2^WT^ mice (Figure 7A). Especially, *Ifi208* and *Mid1* were expressed by more T cells and at higher transcript levels per T cell in PyMT-PAR2^G37I^ compared with PyMT-PAR2^WT^ mice (Figure 7, A and B). It is known that Midline 1 controls polarization and migration of T cells as well as exocytosis of lytic granules (64, 65). Thus, loss of myeloid cell FXa-PAR2 signaling led to an expansion and activation of antigen-experienced T cells in the TME.

### FXa inhibition synergizes with immune checkpoint blockade to expand progenitor-exhausted CD8^+^ T cells.

As demonstrated above, loss of myeloid FX expression or FXa-PAR2 signaling improved tumor debris uptake and APC function by induction of the cGAS-STING-IFN-I axis (Figure 1E and Figure 3) and treatment with the direct FXa inhibitor rivaroxaban attenuated the formation of aggregates of immune-suppressive platelets with monocytes in tumor-bearing mice (Figure 5C). We hypothesized that rivaroxaban’s immunostimulatory effects in the context of checkpoint inhibitor therapy (10, 26) were associated with an expansion of IL-12 expressing CD103^+^ DCs, resulting in improved T cell priming. We first injected MC38 tumor cells into WT mice and randomized mice with detectable tumors into 4 treatment groups (Figure 8A). Rivaroxaban treatment prolonged the clotting time of plasma from tumor-bearing mice irrespective of checkpoint inhibitor αPD-L1 therapy (Figure 8B), demonstrating effective anticoagulation. Rivaroxaban or αPD-L1 both significantly reduced tumor growth and demonstrated synergistic effects when combined (Figure 8C).

To elucidate the synergistic mechanism, we analyzed tumor draining lymph nodes and the TME for the abundance of CD103^+^ IL12^+^ DCs. The frequencies of CD103^+^IL12^+^ DCs in the draining lymph nodes (Figure 8D) and the TME (Figure 8E) were only increased in mice receiving rivaroxaban treatment, whereas αPD-L1 alone showed no effect. As a surrogate marker for improved T cell priming and reactivation, we measured the frequencies of progenitor (T_pex_) and terminally (T_tex_) exhausted CD8^+^ T cells as well as of granzyme B–expressing cytotoxic T cells (GrB^+^ CTL). The abundance of regulatory CD4^+^FoxP3^+^ T cells was reduced specifically in the rivaroxaban treatment groups (Figure 8F). In contrast, an increase in GrB^+^ CTL was observed upon single rivaroxaban or αPD-L1 treatment, but markedly enhanced by the combination therapy. In accordance, progenitor exhausted T_pex_ and terminally exhausted T_tex_ CD8^+^ T cells were also most enriched upon rivaroxaban and αPD-L1 combination therapy (Figure 8F).

We next addressed the question of whether rivaroxaban treatment also synergized with the checkpoint inhibitor αCTLA. In contrast to αPD-L1, which predominantly reverses the suppression of effector T cells, αCTLA mainly acts on the priming phase of T cells in the lymph nodes. We injected WT mice with T241 tumor cells and randomized the mice to mono or combination therapy of αPD-L1 or αCTLA with rivaroxaban (Figure 8G). All mice receiving rivaroxaban treatment had similarly prolonged plasma clotting times (Figure 8H). All drugs significantly reduced tumor growth when used as monotherapy, while the combination of rivaroxaban with both checkpoint inhibitors demonstrated a marked and synergistic reduction of tumor growth in this model (Figure 8I). In contrast to αPD-L1, αCTLA4 treatment alone was already associated with an increased frequency of CD103^+^IL12^+^ DCs in the draining lymph nodes (Figure 8J) and the TME (Figure 8K) compared with the control group. Rivaroxaban and αCTLA4 treatment were also similar in reducing CD4^+^FoxP3^+^ T cell abundance and increasing T_pex_ cells in the TME (Figure 7L). Remarkably, antigen presentation–competent DCs as well as GrB^+^ CTL and the terminally exhausted CD8^+^ T cells (T_tex_) were synergistically expanded by the combination therapy of rivaroxaban with αCTLA4 (Figure 8, J–L). These data demonstrated for different tumor entities that pharmacological intervention with rivaroxaban recapitulated the improved antigen presentation and T cell priming capacity of APCs delineated with myeloid FXa-PAR2 signaling–deficient mice and enhanced the main principles of clinically approved check point inhibitor therapy.

## Discussion

Cancer is a systemic disease with a complex interplay between a diversity of cell types and imposes inflammatory conditions associated with the activation of the coagulation system. At the cellular level, the interactions of platelets with immune and tumor cells are key players, and activation of platelets in malignancy occurs by various stimuli, including podoplanin and thrombin, which facilitate tumor cell metastasis as consequence of tumor cell–platelet aggregate formation (66, 67). This partially relies on thrombin-driven integrin GPIIb-IIIa (CD41/CD61) activation (66), and this integrin also binds prothrombin and contributes to the prothrombinase activity amplifying thrombin generation by FVa/FXa on the platelet surface (68).

Here, we show that the formation of monocyte-platelet aggregates in the TME as well as in the circulating blood is remarkably dependent on monocyte FX expression as well as cell autonomous FXa-PAR2 signaling. In addition, circulating tumor educated platelets show higher expression of GARP and TGFβ/LAP in mice and humans, as demonstrated here and elsewhere (69), and are prone to form monocyte-platelet aggregates that sustain increased local thrombin generation and thrombin-mediated immunosuppressive TGFβ release. This aggregate formation is prevented by clinically used oral anticoagulants, providing a therapeutic strategy to reverse platelet-mediated immunosuppression in cancer progression.

Myeloid cell–autonomous FXa-PAR2 signaling also promotes platelet recruitment and mediates immunosuppressive alterations in the TME by influencing the phenotype of monocyte-derived DCs and macrophages. For effective antitumor immune responses, the induction of the cGAS-STING-IFN-I pathway that is driven by the uptake of tumor-derived nucleic acids plays a major role (46, 47). IFN-I regulates the abundance of TCF1^+^ stem-like CD8^+^ T cells as well as the production of IFN-induced genes, including CXCL10 and Midline 1, which are relevant for the migration and recruitment of CTL into the TME and for the exocytosis of lytic granules, as described in our study and elsewhere (60, 64, 65, 70). Furthermore, cGAS-STING signaling is also crucial for the efficacy of ICB treatment (71) and combination therapies of STING agonists and ICB have been and are currently investigated in clinical trials (NCT03172936; NCT05846659; NCT05846646; NCT05070247).

We show that the presence of platelets, myeloid cell–derived FXa, and thrombin reduces the uptake of tumor cell–derived nucleic acids, while lack of myeloid cell FX expression or FXa-PAR2 signaling conversely increases cGAS-STING-IFN-I induction in vitro and in vivo. These coagulation pathways thus interfere with the priming capacities of DCs and reduce the TME abundance of progenitor-exhausted CD8^+^ T cells required for effective checkpoint inhibitor therapy. In addition to lowering tumor cell–derived nucleic acid uptake, platelets and thrombin also reduce CD103 expression during DC differentiation. This provides a rational explanation why the absence of myeloid cell FX expression or treatment with the FXa inhibitor rivaroxaban, which also limits thrombin generation, increases the abundance of CD103^+^ DCs and shows synergistic effects with ICB in vivo.

The presented data define mechanistic details of coagulation signaling–mediated immunosuppression and identify a convergent function of FXa and thrombin as crucial modulators of APC function in the TME. In consequence, the pharmacological suppression of these immune evasive mechanisms by tissue penetrant oral anticoagulants increases the T cell priming capacity of APCs and the accumulation of progenitor exhausted CD8^+^ T cells that are activated as an essential part of efficient ICB (61). We show that FXa inhibitor treatment synergizes with therapy of both αPDL1 and αCTLA4, which interfere with distinct immune checkpoints, promoting tumor immune evasion. While prospective clinical trials are required, combined treatment with oral anticoagulants may also beneficially influence the potentially increased risk of CAT observed under ICB treatment (8, 72).

Although we demonstrate that anticoagulants such as the direct FXa inhibitor rivaroxaban improves APC function and the priming of T cell responses leading to attenuated tumor growth, we do not know whether these beneficial effects are generally applicable to human cancers with variable immunogenic profiles and whether synergistic effects will be seen also with other treatment combinations, including chemotherapy or radiation, which cause cell death and release of nucleic acids as part of their immunostimulatory activity. Prospective clinical trials with oral anticoagulants, as (neo)adjuvant therapies will need to control such pretreatments and drug interactions, comorbidities, and anatomical location of tumors that may predispose to unwanted bleeding. In addition, biomarker profiles such as FX^+^ monocytes and their aggregate formation with platelets may be required to identify patients who benefit the most from this kind of intervention. This approach will ultimately help to develop strategies for tailored therapy and simultaneous prevention of cancer-associated thrombosis and immunosuppression in specific tumor types.

## Methods

### Sex as a biological variable.

As only female mice can be used in the spontaneous breast cancer model PyMT, we used only female mice for the transplantable tumor models MC38, T241, and PyMT, to make data comparable. For in vitro differentiation assays, male as well as female mice were used as bone marrow donors. Experiments were sex and age matched.

### Study design.

Adult mice of similar age (10 to 12 weeks) and same sex from the same breeding colony were used. Comparisons of PyMT tumor development involved cohorts in the same animal facility to avoid environmental variability. Tumor cell suspensions of transplantable tumors were randomly injected into different lines that originated from littermate founders or were cre-deleter strains of floxed alleles and littermate controls without cre-recombinase. Effects of host genetic mutations were independently confirmed in repeat experiments or different tumor models, and pooled data were analyzed. For treatment experiments, groups were randomized by cage, assuring equal tumor volume at the beginning of treatment. Treatment and tumor monitoring were performed by the same investigators, but analysis of flow cytometry data was performed without knowledge of the treatment groups. Flow cytometry comparisons were based on biological replicates stained with the same fluorophore combinations and compensations analyzed on the same flow cytometer. Expression profiles were obtained from biological replicates randomly analyzed by quantitative polymerase chain reaction (RT-PCR) in parallel; technical failures were eliminated from the analysis.

### Animal models and tumor models.

We used C57BL/6N (*C57BL6/NCrl*; Charles River), F10^fl/fl^ (*B6(Cg)-F10^tm1c(EUCOMM)/Hmgu^/Tarc*), F10^fl/fl^LysMcre (*B6(Cg)-F10^tm1c(EUCOMM)/Hmgu^ Lyz2^tm1(cre)Ifo^/Tarc*), PAR2^WT^ (*C57BL/6(Cg)*), PAR2^G37I^ (*B6(Cg)-F2rl1^tm2.1Wmrf^/Tarc*), PyMT-PAR2^G37I^ (*B6(Cg)-Tg^(MMTV–PyVT)634Mul/LeIIJ^ F2rl1^tm2.1Wmrf^/Tarc*), PyMT-PAR2^WT^ (*B6(Cg)-Tg^(MMTV–PyVT)634Mul/LeIIJ^/Tarc*), PyMT-F10^fl/fl^LysMcre (*B6(Cg)-Tg^(MMTV–PyVT)634Mul/LeIIJ^ F10^tm1c^ ^(EUCOMM)/Hmgu^ Lyz2^tm1(cre)Ifo^/Tarc*), and PyMT-F10^flfl^ (*B6(Cg)-Tg^(MMTV–PyVT)634Mul/LeIIJ^ F10^tm1c^ ^(EUCOMM)/Hmgu^/Tarc*) mice (in-house breeding). In the spontaneous breast cancer model, PyMT, first, palpable tumors usually develop at an age of 9–10 weeks in female mice. Mice were usually sacrificed at an age of 19–20 weeks, when tumors reached maximum approved size. Transplantable tumor models,MC38 (kind gift from Bohn T, FZI, University Medical Center, Mainz, Germany), T241 (Ruf laboratory, La Jolla, California, USA; (73)) or PyMT (own established cell line) were s.c. injected into the right flank (5 x 10^4^ cells in 100 μL PBS). Rivaroxaban, provided by S. Heitmeier (Bayer AG, Leverkusen, Germany), was formulated at a concentration of 0.4 mg/g of chow from SNIFF (Soest, Germany), and cohorts were fed the drug formulation or a control diet from the same manufacturer. The checkpoint inhibitors αPD-L1 (10F.9G2) or αCTLA4 (9D9) were given 3 times intraperitoneally at a dose of 100 μg/mouse with 3 days intervals.

Tumor scoring was performed as previously published (26). PBMCs were separated by FICOLL from peripheral blood. Single cell suspensions of minced and digested tumors (2 mg/mL collagenase A, 5 U/mL DNaseI in DMEM; see Supplemental Table 1) or of draining lymph nodes (1 mg/mL collagenase D in DMEM) were passed through 40 μm cell strainers, resuspended in PBS, stained with the respective antibodies, and analyzed by flow cytometry.

### Flow cytometry.

Cells directly isolated from mouse tissues or from culture plates were incubated with Fc-block (αCD16/32) in PBS/0.5% BSA for 15 min at 4°C before staining. Cells were washed once. For surface epitopes, cells were stained for 20 min at 4°C with the antibody cocktail, as indicated in the respective experiment. For intracellular epitopes, cells were fixed and permeabilized using the Foxp3 / Transcription Factor Staining Buffer Set (eBioscience). The intracellular antibodies were diluted in the permeabilization buffer. Cells were analyzed on an Attune NxT (Thermo Fisher) and data were analyzed with FlowJo10.8.1. Antibodies were purchased from eBioscience, BD or biolegend (Supplemental Table 1).

### scRNA-seq of TAMs and tumor infiltrating lymphocytes.

CD11c bead selected cells from late-stage tumors or CD4/CD8 bead selected cells from mid-size tumors were frozen in 90% FCS/10% dimethyl sulfoxide and thawed cell suspensions were processed for single cell sequencing on the 10x Genomics platform as described (26). Three independent biological replicates per genotype and cell type were sequenced and analyzed as described (26, 74).

### Immunohistochemistry.

PFA fixed human pancreatic cancer samples were stained with αCD45, αCD68, and αFX (Supplemental Table 1). FX^+^CD68^+^ cells within total CD45^+^ cells were determined.

### Western blotting.

Cells were lysed with RIPA lysis buffer and sample concentration adjusted to the desired value. After addition of Laemmli buffer with β-mercaptoethanol, samples were run on a 4%–20% Mini Protean TGX gel (Cat# 45611094). The proteins were transferred to a 0.2 μm PVDF membrane (Cat#1704156) with the Trans Blot Turbo System from BioRad. Membranes were blocked with milk powder TBST and incubated over night with anti-mouse prothrombin (abcam AB208590; 1:1000), anti-mouse FX (Ruf lab; 1:500), anti-mouse FV(a) (GMA-753 Green Mountain; 1:1000), anti-mouse IRF3 (D83B9, #4302, Cell Signaling; 1:1000), anti-mouse phospho-IRF3 (Ser396) (4D4G, #4947, Cell Signaling; 1:1000), and anti-mouse β actin (8H10D10, #3700, Cell Signaling; 1:1000) in 5% dry milk-TBST, washed and incubated with the secondary antibody anti-rabbit HRP conjugated (# 7074, Cell Signaling, 1:5000) or anti-rat HRP (# 7077 Cell signaling, 1:5000), and finally developed with ECL reagent (SIRIUS).

### In vitro differentiation of moDCs and macrophages.

Monocytes were isolated from bone marrow using the EasySep monocyte isolation kit (Stem cell) according to manufacturer instructions. Monocytes were plated (2x10^5^/well) in 12 well plates and cultured in serum free X-Vivo 15 (Lonza) supplemented with vitamin K (Konakion, 80 ng/mL). M-CSF (20 ng/mL) was added for macrophage differentiation and GM-CSF (20 ng/mL) + IL4 (20 ng/mL) for immature DC differentiation. For maturation of DCs, a maturation cocktail (TNF 10 ng/mL, IL1β 10 ng/mL, PG_E2_ 1 μg/mL, IL6 10 ng/mL) was added for another 2 days.

### Real-time PCR.

Total RNA was extracted with Trizol, and cDNA was synthesized from 100 ng of total RNA with LunaScript RT SuperMix (New England Biolabs). Relative expression levels were determined by RT-PCR on a BioRad Real-Time System (CFX Connect Real-Time System; CFX96 Real-Time System) using Luna Universal qPCR Master Mix (New England Biolabs). Primer sequences are listed in Supplemental Table 2. r18s was used for normalization, and standard curves for each target gene were generated by pooled cDNA.

### Isolation of platelets.

Citrated blood was taken from healthy or tumor bearing mice. Platelets were separated as published (75) and resuspended in X-Vivo 15 for further in vitro use.

### Active TGFβ levels in cell culture supernatant.

Cell culture supernatant from in vitro generated macrophages was collected at day 5 after macrophages were either or not exposed to platelets in a ratio of 1:10 in prothrombin supplemented medium. TGFβ levels were determined with the TGF beta1 mouse ELISA (enzyme linked immunosorbent assay) Kit (Abcam, cat#ab119557).

### Cytokine release by platelets.

Platelets (9x10^6^ in 100 μL X-Vivo 15) were either used untreated or activated with thrombin (4 U/1000 μL) for 15 min. Platelet free supernatant was collected after centrifugation and measured for active TGFβ content using a Legendplex kit (Biolegend). Data was analyzed with the software provided by the manufacturer.

### Thrombin generation.

In vitro generated macrophages or DCs (2x10^5^/well) were stimulated over night with LPS (1 μg/mL) and IFNγ (100 ng/mL) at day 5 of culture to stimulate FX expression and activation. Freshly isolated platelets (2x10^6^/well) were added as indicated in the respective experiment in serum free X-Vivo 15 supplemented with prothrombin (200 nM). Cells were incubated for 15 min to allow prothrombin to thrombin conversion. Supernatants were quenched in 50 mM TRIS, 150 mM NaCl, pH 8.3 containing 400 nM Rivaroxaban. Subsequently, thrombin activity was measured with pNAPEP-0238 (Cryopep) in a Spectramax kinetic plate reader.

### Uptake of EdU labeled tumor debris.

MC38 was cultured in RPMI/10%FCS until 50% confluency. EdU labeling was performed using the Click-iT Plus EdU Alexa Fluor 594 Flow Cytometry Kit as published (Invitrogen) (56). EdU containing reagent (final: 10 μM) was added to the cells. Cells were allowed to incorporate EdU for up to 24 hours in their DNA. Cells were washed with PBS, harvested, resuspended in serum free RPMI (2x10^6^/mL), and heat shocked at 55°C for 60 min with agitation every 15 min to break them up. Tumor debris was centrifuged at 300*g* for 10 min to remove cell fragments. Cell free supernatant was stored in aliquots at -20°C until usage.

### cGAMP ELISA.

For quantification of intracellular cGAMP in macrophages, BM monocytes were seeded at 3.5 x 10^5^ cells/well in a 12-well plate and differentiated into macrophages as described above. At day 5, cells were loaded for 6 or 16 hours with tumor debris of 2.5 x 10^6^ PyMT tumor cells. Cells were washed three times with PBS and lysed using 200 μL M-PER buffer (Thermo Fisher Scientific) including phosphatase inhibitor and protease inhibitor (Roche). The protein content of lysates was quantified using BCA. The concentration of cGAMP was measured using a cGAMP ELISA (Cayman Chemical) according to the manufacturer’s instructions using 5 μg protein per sample.

### Statistics.

Statistical analyses were performed with GraphPad Prism 10 or R statistical software (74). *P* values of less than 0.05 were considered significant. Statistical comparisons were performed using 2 tailed, unpaired Student’s *t* test for comparing 2 different groups. For more than 2 groups, 1-way ANOVA with Dunnett’s multiple comparison, or 2-way ANOVA with Sidak’s or Tukey’s multiple comparison was used as indicated.

### Study approval.

All animal experiments had approved protocols at Scripps Research (IACUC 09-0111) or University Medical Center Mainz (Landesuntersuchungsamt Koblenz, AZ 23 177-07/G14-1-041; AZ 23 177-07G20-1-081). PBMC samples from healthy donors and lung cancer patients were collected from citrated blood by FICOLL after informed consent (Landesärztekammer Rheinland-Pfalz, ethical approval 2020-15203).

### Data availability.

Single cell sequencing data are available through the NCBI Gene Expressing Omnibus (accession number, GSE214518). All mouse strains are available through a simple academic material transfer agreement, where necessary for institutional transfer.

Processed scRNA-seq data (in the RDS binary format) are available under https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214518 and at [zenodo | figshare], and can readily be explored using iSEE (74), an interactive user interface implemented with RStudio’s Shiny (74) (for TILs: http://shiny.imbei.uni-mainz.de:3838/iSEE_PAR2_TILs/; for TAMs: http://shiny.imbei.uni-mainz.de:3838/iSEE_PAR2_TAMs/, https://github.com/federicomarini/PAR2_TAMs_TILs/blob/main/shinyserver_config/iSEE_PAR2_TAMs/app.R). A detailed description of the bioinformatics analysis steps can be found at https://github.com/federicomarini/PAR2_TAMs_TILs All values underlying the data presented in the graphs and as means are available in the Supporting Data Values file.

## Author contributions

PW design and execution of experiments; JP, SP, JR, CW, AH, and MMG execution of experiments; FM and SP, bioinformatics; SR, generation of mouse strains; HW, single cell transcriptomics; TK, collection of patient samples; TM, reviewed and edited the manuscript; CG, study conception, design and execution of the experiments, data analysis and interpretation, preparation of figures, and writing of the manuscript; WR, study conception, design and supervision, data analysis and interpretation, and writing of the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
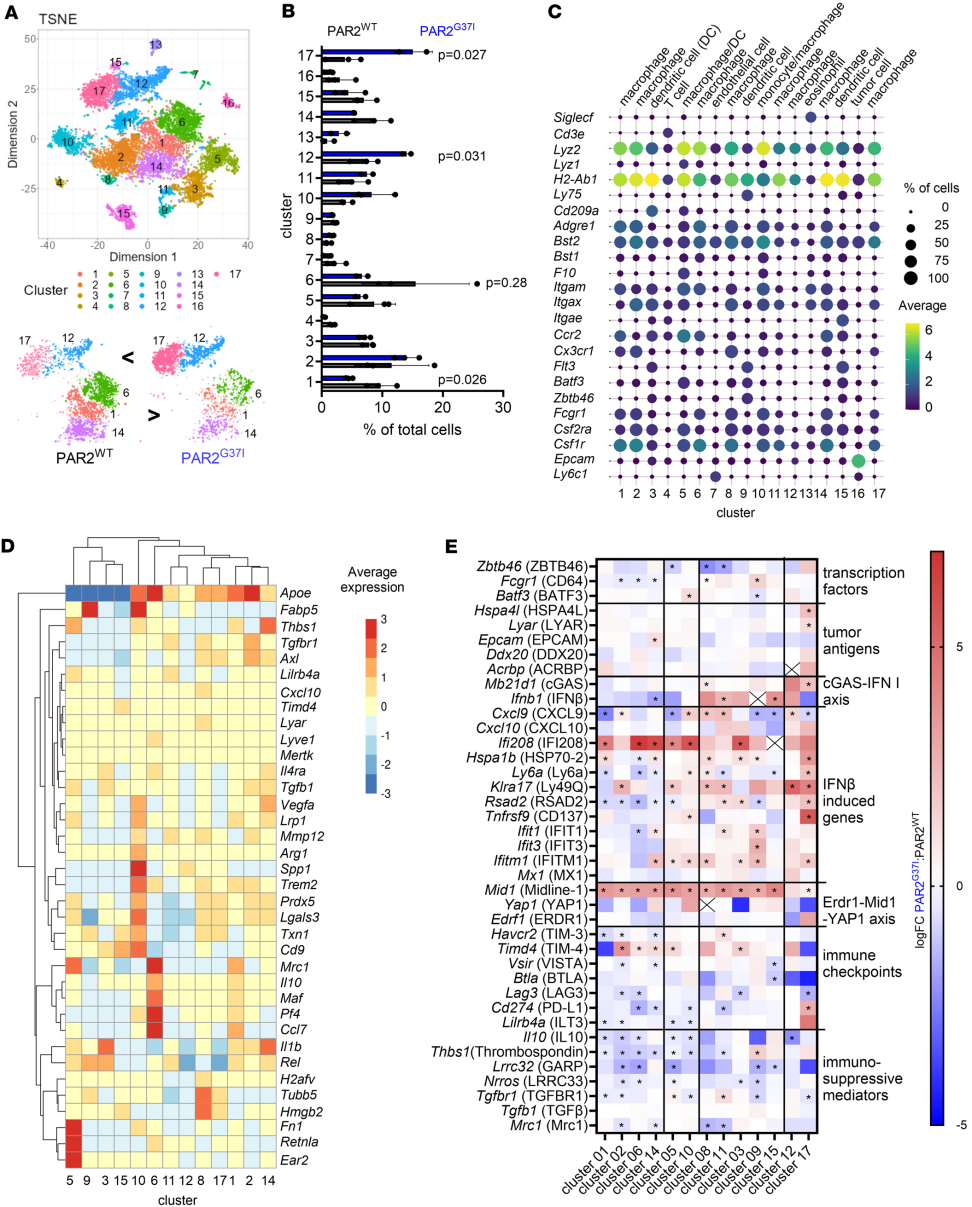
FXa-PAR2 signaling modulates macrophage phenotypes in the TME. (**A**) t-SNE embedding of single-cell sequenced CD11c selected cells from PyMT-PAR2^WT^ and PyMT-PAR2^G37I^ tumors colored by cluster assignment; merged data sets of *n =* 3 per genotype. (**B**) Relative abundance of cells in the different clusters from PyMT-PAR2^WT^ versus PyMT-PAR2^G37I^ TME; *n =* 3, mean ±SD, 2-sided *t* test. (**C**) Dot plot of average expression (color coded) of marker genes for macrophages, DCs, T cells, endothelial cells, and eosinophils and percentage (coded by dot size) of cells expressing these markers in the same clusters. (**D**) Heatmap showing average expression of marker genes for clusters classified as macrophages and DCs. (**E**) Heatmap showing (log fold change; logFC) differential expression between genotypes of transcripts encoding for immune checkpoints, immune mediators, transcription factors (TFs) relevant for DC differentiation, and tumor antigens; *n =* 3, *P_adj.loc_ < 0.05

**Figure 2:**
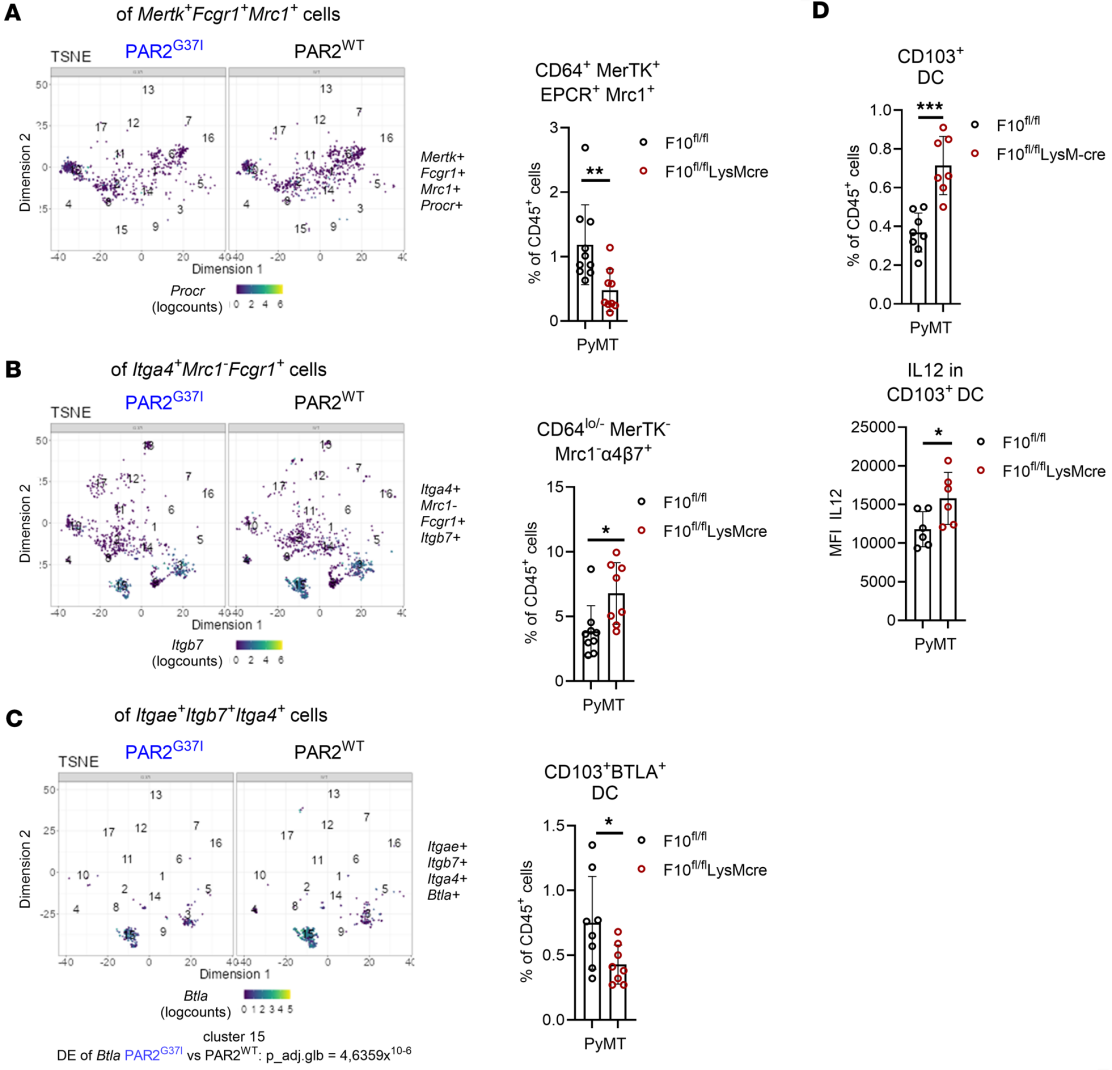
Myeloid cell FX deficiency and abrogated FXa-PAR2 signaling cause similar quantitative shifts in myeloid subpopulations in the TME. (**A**–**C**) Coexpression analysis as determined by scRNA-seq in CD11c-selected cells from PyMT-PAR2^WT^ and PyMT-PAR2^G37I^ tumors (*n =* 3; see also Supplemental Figure 1D) and by flow cytometric quantification of TAMs and DCs from the TME of PyMT-F10^fl/fl^LysMcre and F10^fl/fl^ littermate control mice; *n =* 8–10, mean ± SD, 2-sided unpaired *t* test. (**A**) *Mertk*, *Fcgr1*, *Mrc1* and *Procr* mRNA or CD64, MerTK, EPCR, Mrc1 protein coexpression. (**B**) Cells with the mRNA marker profile *Itga4^+^Mrc1^–^Fcgr^+^Itgb7^+^* or the protein surface profile CD64^lo/–^MerTK^–^Mrc1^–^α4β7^+^. (**C**) Cells with the mRNA marker profile *Itgae^+^Itgb7^+^Itga4^+^Btla^+^* or the protein surface profile CD11c^+^CD103^+^Btla^+^. (**D**) Flow cytometry quantification of total and IL12 expressing CD103^+^ DCs in the TME of PyMT-F10^fl/fl^LysMcre or PyMT-F10^fl/fl^ littermate control mice; *n =* 6-8, mean ± SD, 2-sided unpaired *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
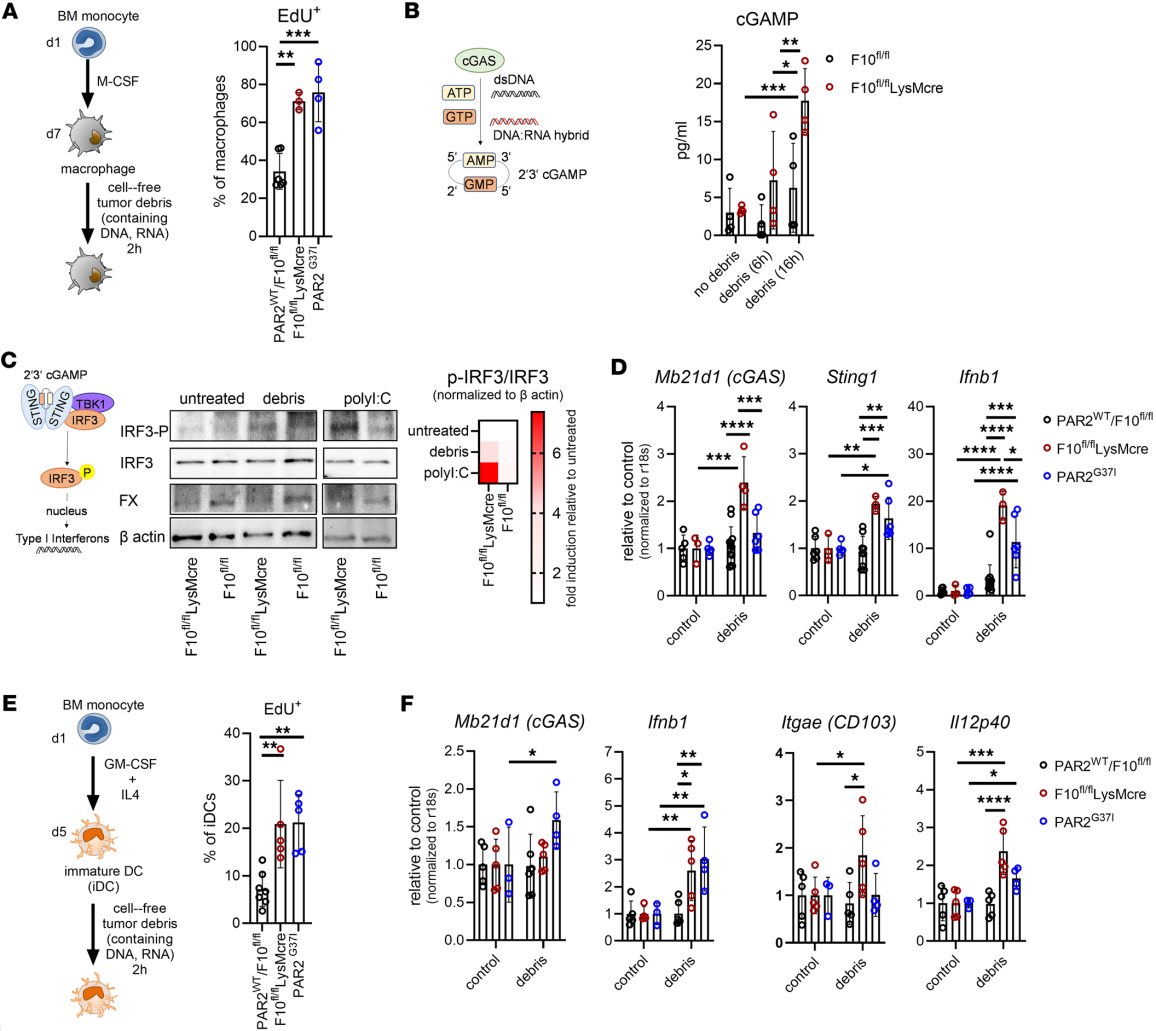
Myeloid cell derived FXa is crucial for nucleic acid uptake by antigen presenting cells and cGAS-STING-IFN-I induction. (**A**) EdU labeled cell free tumor debris uptake for 2 hours in BM monocyte derived macrophages from PAR2^WT^/F10^fl/fl^, PAR2^G37I^, or F10^fl/fl^LysMcre mice determined by flow cytometry; *n =* 3–6, 1-way ANOVA with Dunnett’s multiple comparison test. (**B**) Intracellular cGAMP produced by macrophages from *F10^fl/fl^* or F10^fl/fl^LysMcre mice after tumor debris loading for 6 or 16 hours versus untreated controls; *n =* 4, 2-way ANOVA with Sidak’s multiple comparison test. (**C**) Western blot showing phospho-IRF3 (IRF3-P), IRF3, and FX protein expression by macrophages from F10^fl/fl^ or F10^fl/fl^LysMcre mice with loading control β actin. Cells were either untreated or loaded with tumor debris or polyI:C (25 μg/mL) as positive controls for phosphor-IRF3 for 90 minutes. Lanes were run on the same gel but were noncontiguous. (**D**) *Mb21d1, Sting1,* and *Ifnb1* mRNA expression normalized to r18s by PAR2^WT^/F10^fl/fl^, PAR2^G37I^ or F10^fl/fl^LysMcre derived macrophages with and without tumor cell debris loading for 2 hours; *n =* 3–12, 2-way ANOVA with Sidak’s multiple comparison test. (**E**) Tumor debris uptake determined by flow cytometry of iDCs from PAR2^WT^, PAR2^G37I^, F10^fl/fl^, or F10^fl/fl^LysMcre; *n =* 5–7, 1-way ANOVA with Dunnett’s multiple comparison test. (**F**) *Mb21d1, Sting1, Ifnb1, Itgae and Il12p40* mRNA expression normalized to r18s by PAR2^G37I^, F10^fl/fl^ vs F10^fl/fl^LysMcre derived iDCs with and without tumor debris loading for 2 hours; *n =* 3–6, 2-way ANOVA with Sidak’s multiple comparison test. *P < 0.05 **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
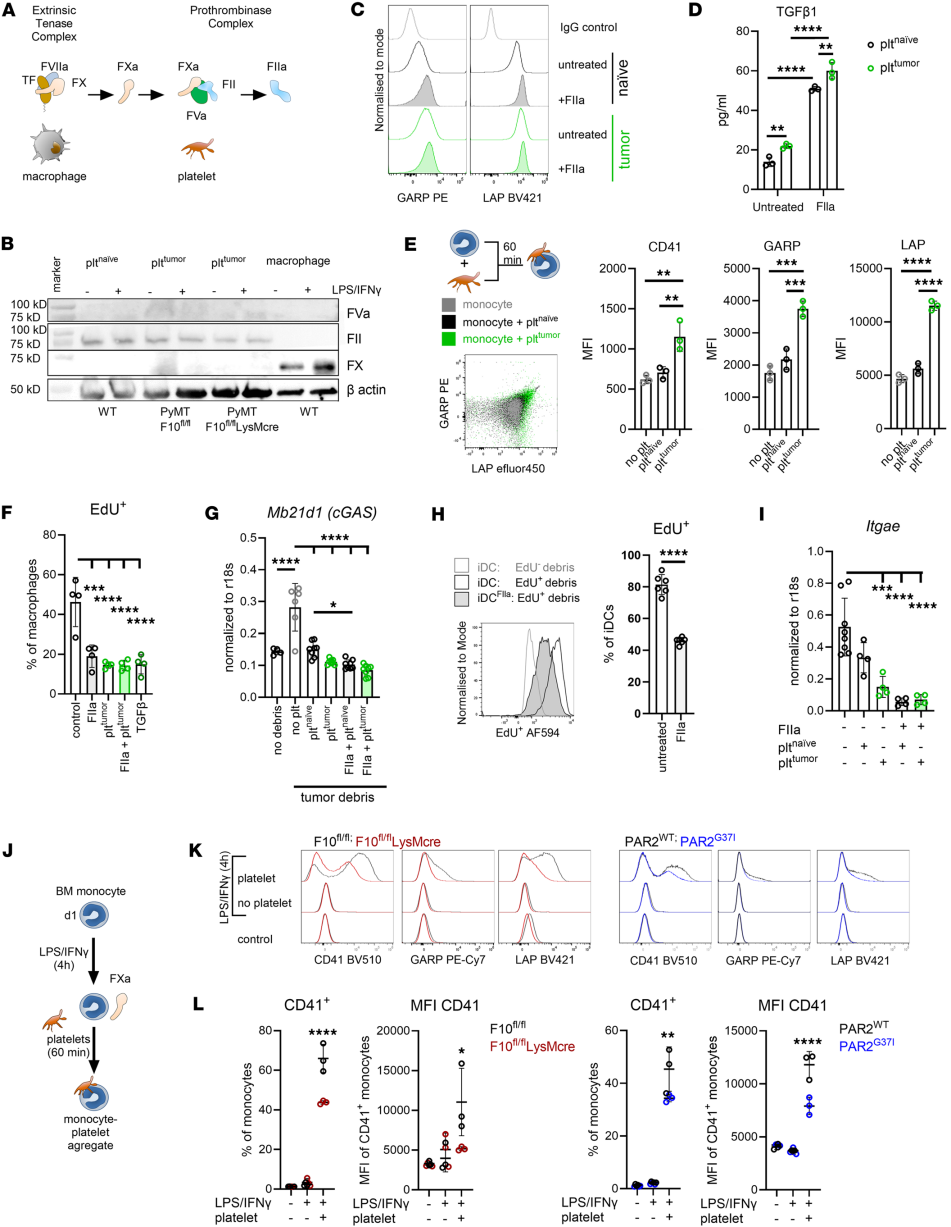
Myeloid cell–derived FXa recruits immune suppressive platelets. (**A**) Schematic overview of coagulation initiation by macrophage-expressed FX by the TF-FVIIa complex and prothrombin (FII) to thrombin (FIIa) activation by platelet localized FVa and FXa. (**B**) Western blot showing a representative example of FX, FII, and FVa protein expression by platelets from tumor free (plt^naive^) and tumor-bearing (plt^tumor^) PyMT-F10^fl/fl^ or PyMT-F10^fl/fl^LysMcre mice and by in vitro–generated macrophages from a WT mouse normalized to β actin. Cells were stimulated with LPS/IFNγ overnight to assess the effects of an inflammatory environment on protein expression. (**C**) GARP and LAP on platelets from tumor free (naive) or tumor bearing (tumor) mice with or without thrombin (FIIa) activation shown as histograms. (**D**) Quantification of released active TGFβ1 from the experiment shown in **C**; *n =* 3, mean ± SD, 2-way ANOVA with Sidak’s multiple comparison test. (**E**) GARP and LAP/TGFβ on the monocyte surface after 1 hour of incubation with platelets from tumor free (naive) or tumor bearing (tumor) mice. Shown is a representative dot plot and the quantification of CD41, GARP, and LAP surface levels on monocytes; *n =* 3, mean ± SD, 1-way ANOVA with Dunnett’s multiple comparison test. (**F**) Uptake of EdU labeled cell free tumor debris by BM monocyte derived WT macrophages after 2 hours of incubation. Macrophages were differentiated in the absence (control) or presence of thrombin (FIIa), platelets from tumor free (plt^naïve^) or tumor bearing (plt^tumor^) mice, or TGFβ; *n =* 2–4, mean ± SD, 1-way ANOVA with Dunnett’s multiple comparison test. (**G**) Quantification of *Mb21d1* mRNA expression normalized to r18s in WT macrophages, differentiated as indicated, after exposure to cell free tumor debris for 6 hours. *n =* 4–8, mean ± SD, 1-way ANOVA with Dunnett’s multiple comparison test. (**H**) Flow cytometry analysis of cell free EdU labeled tumor debris uptake after 2 hours by iDCs differentiated with or without thrombin (FIIa) *n =* 6, mean ± SD, 2-sided unpaired *t* test. (**I**) Quantification of *Itgae* mRNA expression by iDCs normalized to r18s in WT iDCs differentiated as indicated; *n =* 4–8, mean ± SD, 1-way ANOVA with Dunnett’s multiple comparison test. (**J**) Experimental set up for monocyte-platelet aggregate formation between BM monocytes from F10^fl/fl^ and F10^fl^LyscMcre or PAR2^WT^ and PAR2^G37I^ mice and WT platelets after 60 minutes of coculture. Monocytes were pre-incubated for 4 hours with LPS/IFNγ to induce FX expression. (**K** and **L**) Shown are representative histograms for surface levels of CD41, GARP, and LAP (**K**) and quantification of CD41^+^ monocytes and surface levels of CD41 (**L**) on these cells; *n =* 3, mean ± SD, 2-way ANOVA with Sidak’s multiple comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 5:**
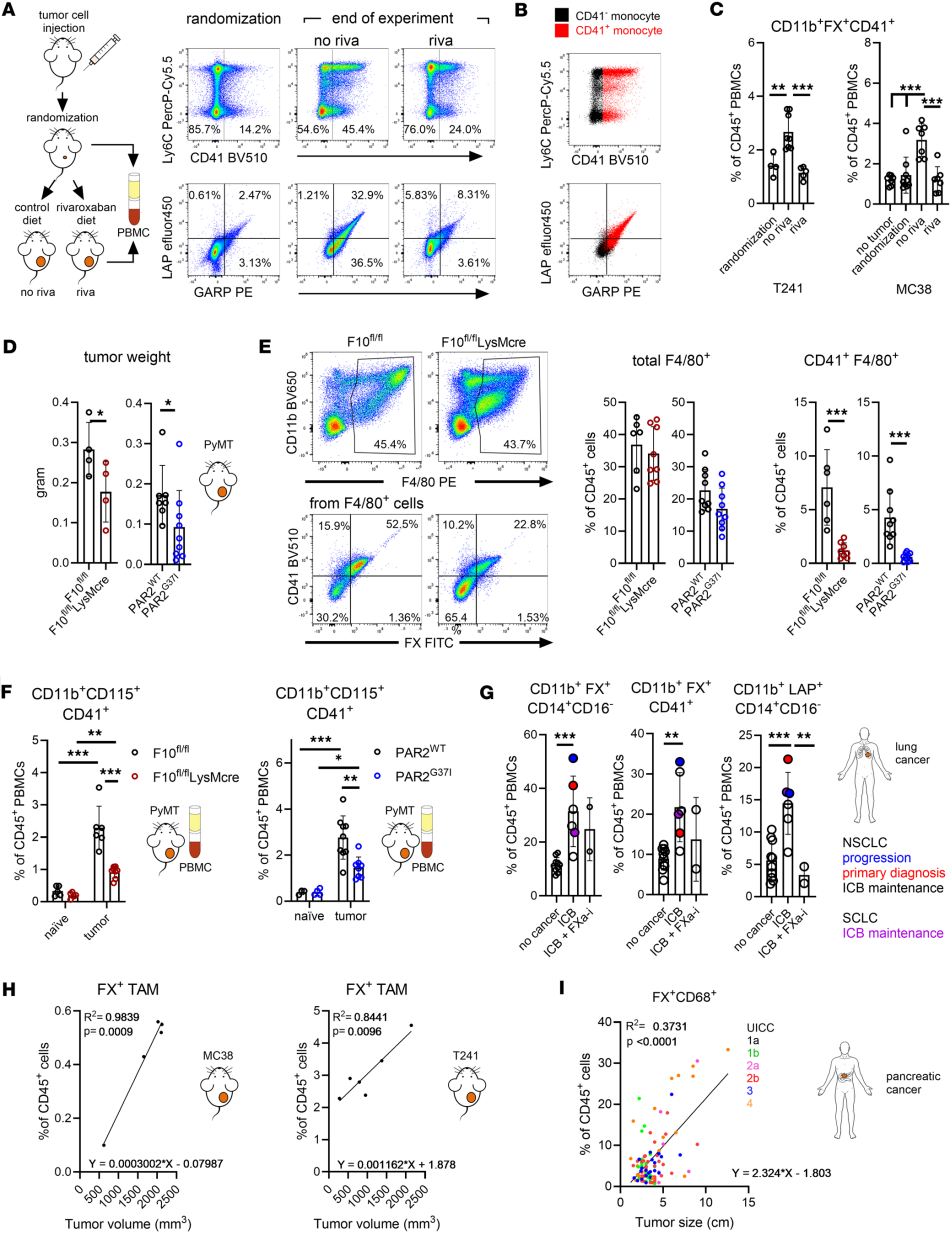
Myeloid cell–expressed FX regulates monocyte-platelet aggregate formation during tumor progression. (**A**–**C**) T241 or MC38 tumor cells were injected in WT mice. Once tumors reached palpable size, mice were randomized into control or rivaroxaban treatment group. Blood was taken from different animals at randomization or at the end of the experiment. PBMCs were isolated and analyzed by flow cytometry for monocyte-platelet aggregates. (**A**) Representative dot plots of LAP/TGFβ versus GARP and Ly6C versus CD41 surface expression on PB monocytes after injection of T241 cells at randomization (*n =* 4) and at the end of the experiment of control (*n =* 8) or rivaroxaban (*n =* 5) treated mice. (**B**) Determination of LAP and GARP surface expression on CD41^–^ or CD41^+^ monocytes from the control treated group as shown in **A**. (**C**) Quantification of FX^+^ monocyte:platelet aggregates dependent on tumor stage and treatment with rivaroxaban; T241: *n =* 4-8, MC38: *n =* 7–9, mean ± SD, 1-way ANOVA with Dunnett’s multiple comparison test. (**D**–**F**) F10^fl/fl^, F10^fl/fl^LysMcre and PAR2^WT^, PAR2^G37I^ mice were s.c. injected with PyMT tumor cells. (**D**) Tumor weights at sacrifice; *n =* 4–9, mean ± SD, 2-sided unpaired *t* test. (**E**) Flow cytometric quantification of total and CD41^+^ macrophages in the TME; *n =* 6–9, mean ± SD, 2-sided unpaired *t* test. Shown are representative dot plots of macrophages from the TME of F10^fl/fl^ and F10^fl/fl^LysMcre mice. (**F**) Flow cytometric quantification of CD41^+^ monocytes in the peripheral blood of naive or tumor-bearing mice at the end of the experiment.; F10^fl/fl^, F10^f/fll^LysMcre*:* *n =* 5–8, PAR2^WT^, PAR2^G37I^: *n =* 3–9, 2-way ANOVA with Sidak’s multiple comparison test. (**G**) Flow cytometric quantification of FX^+^, CD41^+^ or LAP/TGFβ^+^ PB monocytes in patients with lung cancer at various stages of tumor progression before and under ICB treatment relative to healthy controls. Different treatment stages are marked with different colors; *n =* 2–10. (**H**) Simple linear regression analysis of FX^+^ macrophages versus total tumor volume (TTV) in the TME of WT mice after injection of T241 (*n =* 6) or MC38 (*n =* 5) tumor cells. (**I**) Simple linear regression analysis of FX^+^ macrophages versus tumor size in the TME of pancreatic ductal adenocarcinoma (PDAC) patients (*n =* 106). Each dot is color coded according to the patient’s UICC (Union for International Cancer Control) classification. *P < 0.05 **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 6:**
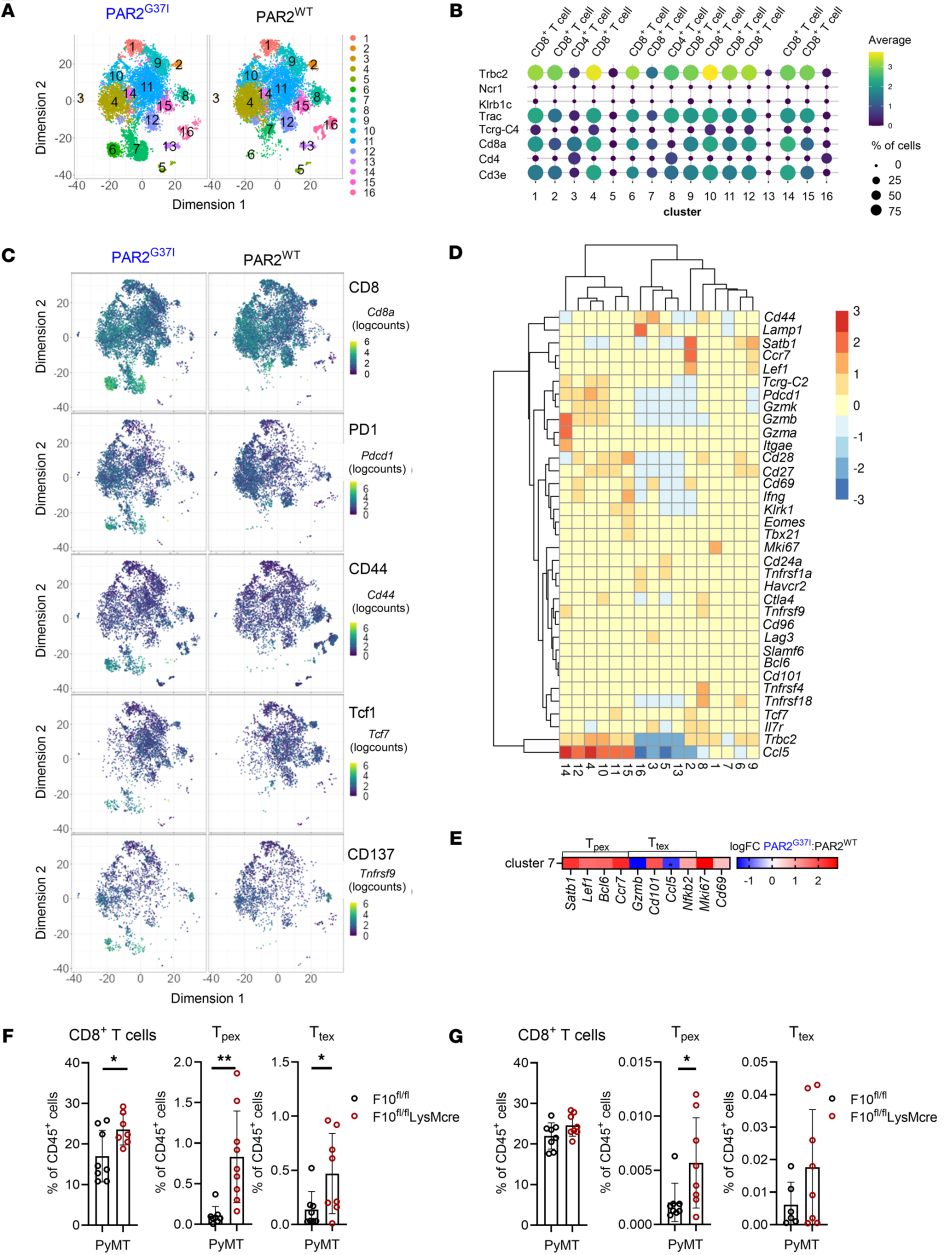
Progenitor exhausted CD8^+^ T cells are expanded in FXa-PAR2 signaling deficient mice. (**A**) tSNE embedding of single cell sequenced CD4/CD8 selected cells from PyMT-PAR2^WT^ and PyMT-PAR2^G37I^ tumors colored by cluster assignment; merged data sets of *n =* 3 per genotype. (**B**) Dot plot of average expression (color coded) of T cell markers (*Trbc2, Trac, Tcrg-C4, Cd8a, Cd4, Cd3e*) and NK cell markers (*Ncr1, Klrb1c*) and percentage (coded by dot size) of cells expressing these markers in the same clusters. (**C**) tSNE plots of cells expressing markers of progenitor and terminally exhausted CD8^+^ T cells (*Pdcd1*, *Cd44*, *Tcf7*), IFNAR2 (*Ifnar2*) and of *Tnfrsf9* (CD137), indicating recent antigen recognition and activation. (**D**) Heatmap showing average expression of genes marking progenitor or terminally exhausted CD8^+^ T cells in these clusters. (**E**) Differential transcript abundance of genes known to be predominantly expressed in progenitor or terminally exhausted CD8^+^ T cells in cluster 7 cells of PyMT-PAR2^WT^ and PyMT-PAR2^G37I^ tumors; *n* = 3; * *P*_loc.adj_ < 0.05. (**F** and **G**) Frequencies of total, progenitor (T_pex_: Tcf1^+^Tim3^–^PD1^+^CD44^+^) and terminally (T_tex_: Tcf1^–^Tim3^+^ PD1^+^CD44^+^) exhausted CD8^+^ T cells in the TME (**F**) and tumor draining lymph nodes (**G**) of PyMT-F10^fl/fl^LysMcre or PyMT-F10^fl/fl^ littermate control mice; *n =* 6–8, mean ± SD, 2-sided unpaired *t* test. *P < 0.05; **P < 0.01

**Figure 7:**
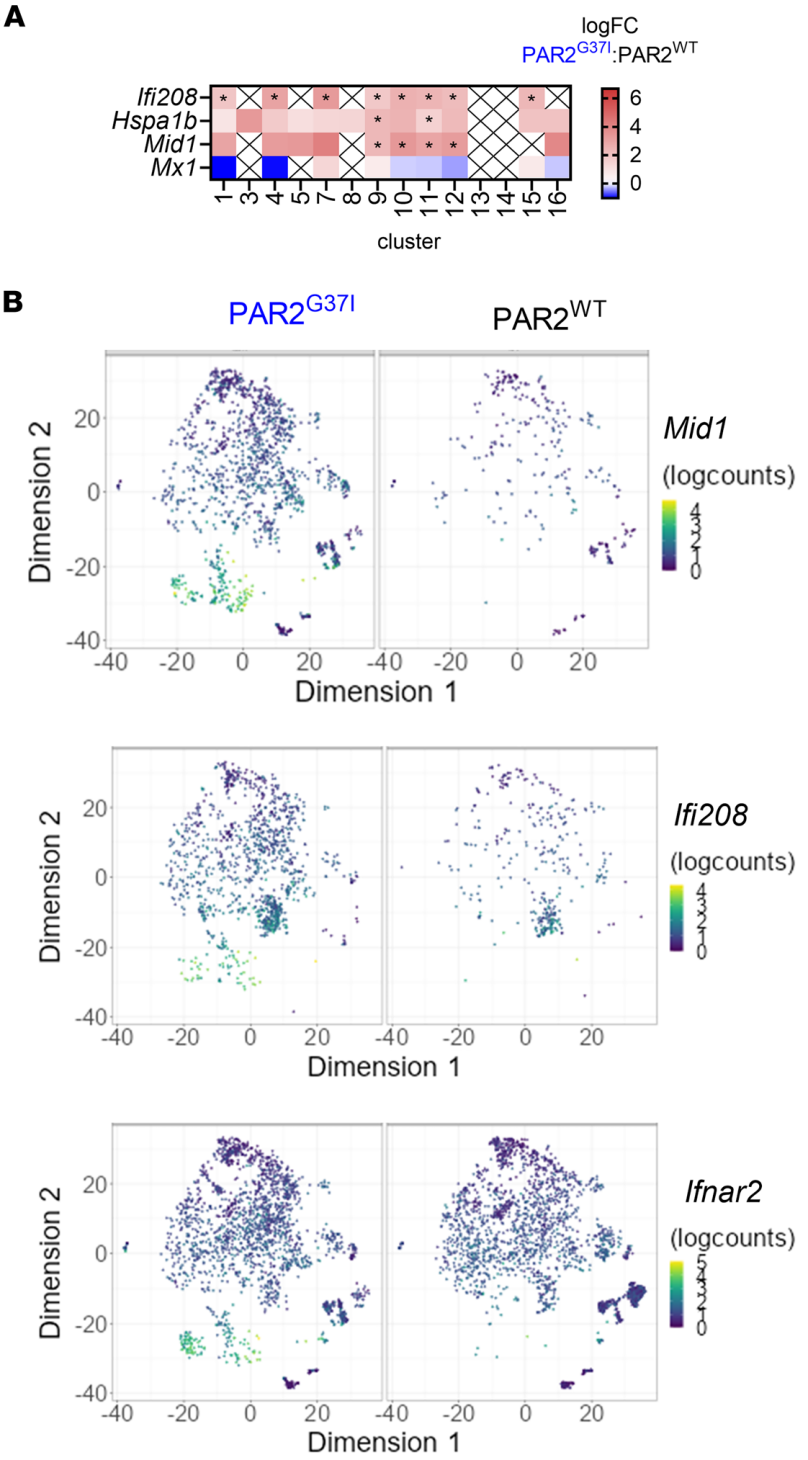
CD8^+^ T cells in FXa-PAR2 signaling–deficient mice show IFN-I induced activation pattern. (**A**) Differential transcript abundance of IFN inducible genes in T cells of the various clusters of PyMT-PAR2^WT^ and PyMT-PAR2^G37I^ tumors; *n* = 3; *P_adj_ < 0.05. (**B**) tSNE plots of cells expressing IFNAR2 (*Ifnar2*) and of IFN-induced genes *Ifi208* (IFI208) and *Mid1* (Midline 1) indicating IFN-I induced activation.

**Figure 8:**
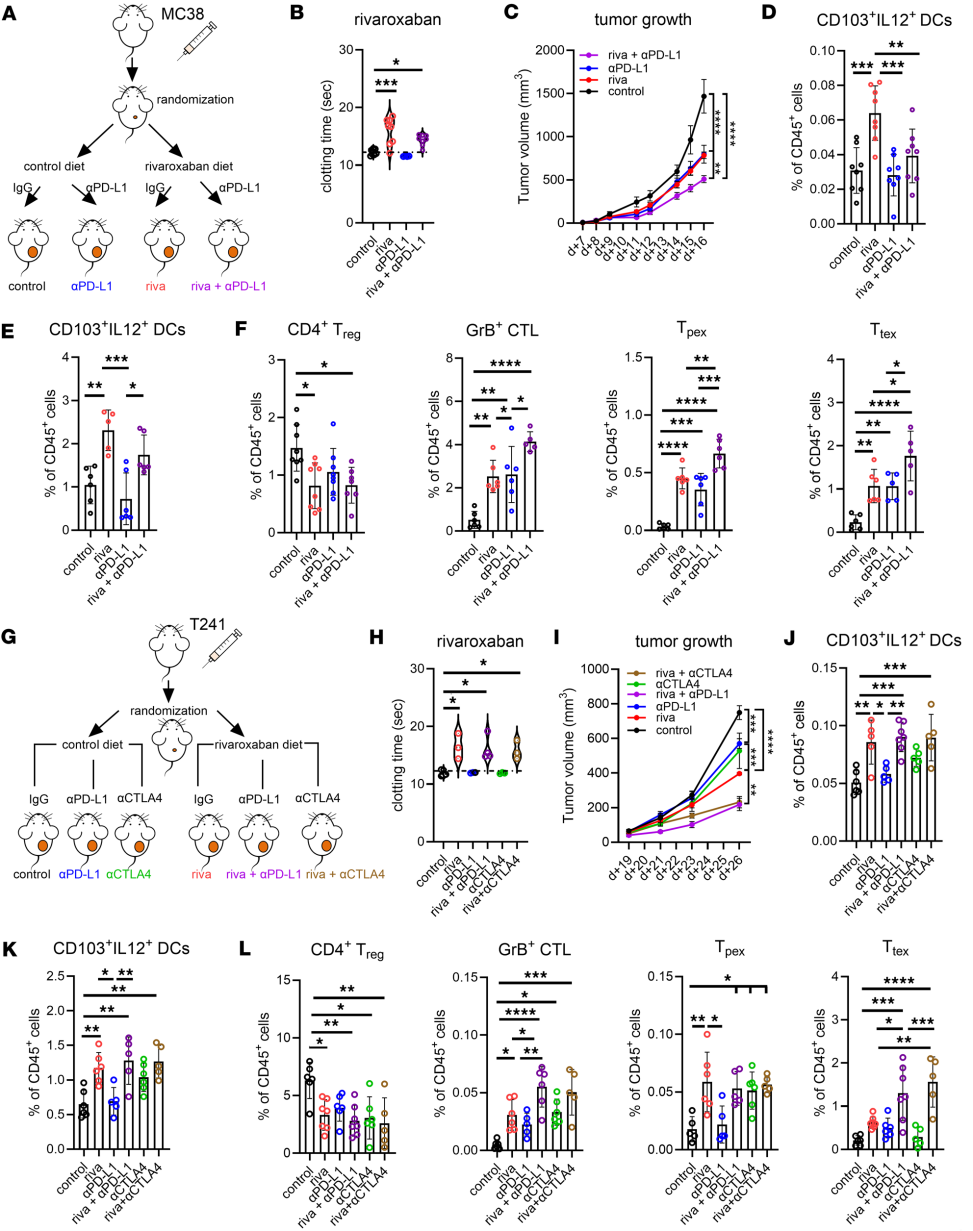
FXa inhibition improves priming function of APCs and synergizes with immune checkpoint blockade to expand progenitor and terminally exhausted CD8^+^ T cells. (**A**) Mice were injected with MC38 tumor cells s.c. in the right flank. Mice were randomized at day 7 into the 4 indicated treatment cohorts. Rivaroxaban was given as a daily diet, αPD-L1 or IgG control was given i.p. every 3 days until sacrifice. (**B**) Rivaroxaban induced prolongation of the prothrombin time at sacrifice; Violin plot, *n =* 4–8, 1-way ANOVA with Sidak’s multiple comparison test. (**C**) Tumor growth curves (*n =* 10–11/cohort); mean SEM, 2-way ANOVA with Tukey’s multiple comparison test. (**D** and **E**) Frequencies of CD103^+^IL12^+^ DCs in the draining LN (**D**) and TME (**E**). (**F**) Frequencies of regulatory T cells (CD4^+^ T_reg_), GrB^+^ CTL, progenitor exhausted (CD8^+^ T_pex_) and terminally exhausted (CD8^+^ T_tex_) CD8^+^ T cells in the TME; *n =* 5–8/group, mean ± SD, 1-way ANOVA with Tukey’s multiple comparison test. (**G**) Mice were injected with T241 tumor cells s.c. in the right flank. Mice were randomized at day 19 into the 6 indicated treatment cohorts. Rivaroxaban was given as a daily diet, αPD-L1, αCTLA4 or IgG control was given i.p. every 3 days until sacrifice. (**H**) Rivaroxaban-induced prolongation of the prothrombin time at sacrifice; Violin plot, *n =* 3–4, 1-way ANOVA with Sidak’s multiple comparison test. (**I**) Tumor growth curves (*n =* 4–5/cohort); mean SEM, 2-way ANOVA with Tukey’s multiple comparison test. (**J** and **K**) Frequencies of CD103^+^IL12^+^ DCs in the draining LN (**J**) and TME (**K**). (**L**) Frequencies of regulatory T cells (CD4^+^ T_reg_), GrB^+^ CTL, progenitor exhausted (CD8^+^ T_pex_), and terminally exhausted (CD8^+^ T_tex_) CD8^+^ T cells in the TME; *n =* 5–8/group, mean ± SD, 1-way ANOVA with Tukey’s multiple comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

# Supplementary material for: Coagulation proteases modulate nucleic acid uptake and cGAS-STING-IFN induction in the tumor microenvironment
**Source:** JCI Insight. 2025 Jul 22;10(17):e190311. doi: 10.1172/jci.insight.190311
**Supplement:** Supplemental data

# **Coagulation proteases modulate nucleic acid uptake and cGAS-STING-IFN induction in the tumor microenvironment**

Petra Wilgenbus<sup>1</sup>, Jennifer Pott<sup>1</sup>, Sven Pagel<sup>1</sup>, Claudius Witzler<sup>1</sup>, Jennifer Royce<sup>2</sup>, Federico Marini<sup>3,4,5</sup>, Sabine Reyda<sup>1</sup>, Thati Madhusudhan<sup>1</sup>, Thomas Kindler<sup>6,7,8</sup>, Anne Hausen<sup>9</sup>, Matthias M. Gaida<sup>4,8,9</sup>, Hartmut Weiler<sup>10</sup>, Wolfram Ruf<sup>1,2,4,5\*</sup>, Claudine Graf<sup>1,4,5\*</sup>

<sup>7</sup> German Cancer Consortium (DKTK), partner site Frankfurt/Mainz, a partnership between DKFZ and University Medical Center Mainz, Germany

## Supplemental Materials

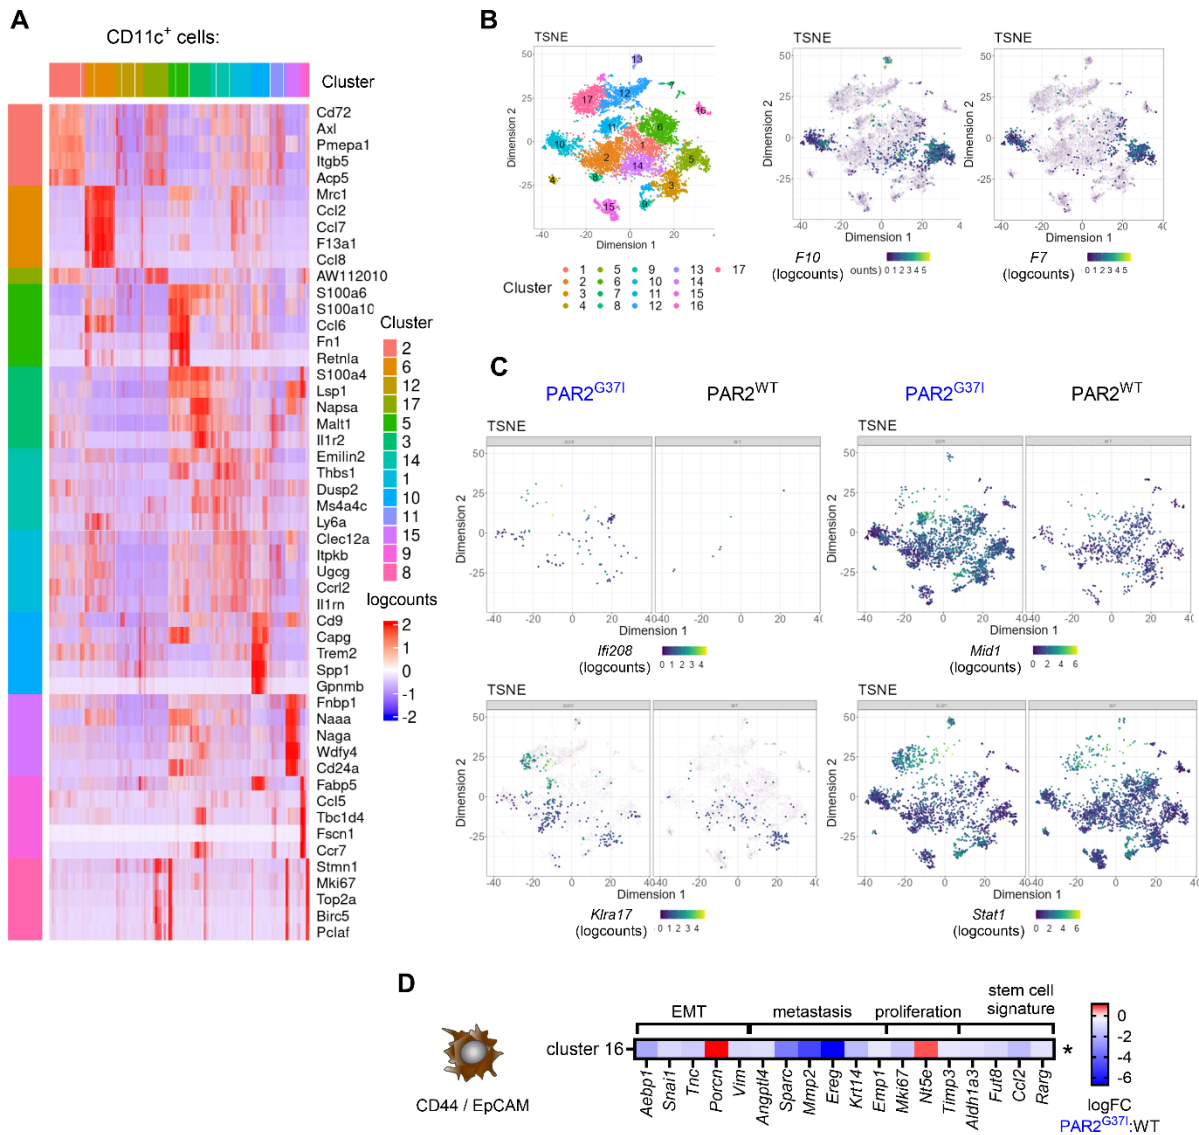

**Supplemental Figure 1: Single cell RNA-seq characterization of CD11c-selected cells from the TME of PyMT mice.** Shown are merged data sets from CD11c-selected cells from the TME of PyMT-PAR2<sup>WT</sup> and PyMT-PAR2<sup>G37I</sup> mice. **(A)** The top five highly expressed cluster discriminating markers in the merged data set determined by comparison of each cluster against the combined data from the other clusters. **(B)** tSNE plots of the cluster assignments and the expression patterns of *F10* and *F7* in the clusters shown in Figure 1A. **(C)** tSNE plots showing the expression patterns of the IFN inducible genes *Ifi208*, *Mid1*, *Klra17* and *Stat1* for each genotype. **(D)** Differential transcript abundance between the genotypes of genes relevant for epithelial to mesenchymal transition (EMT), metastasis, proliferation, and stem cell signature in *Cd44/Epcam*<sup>+</sup> tumor cells (cluster 16); n = 3; \*p<sub>adj.loc</sub> < 0.05.

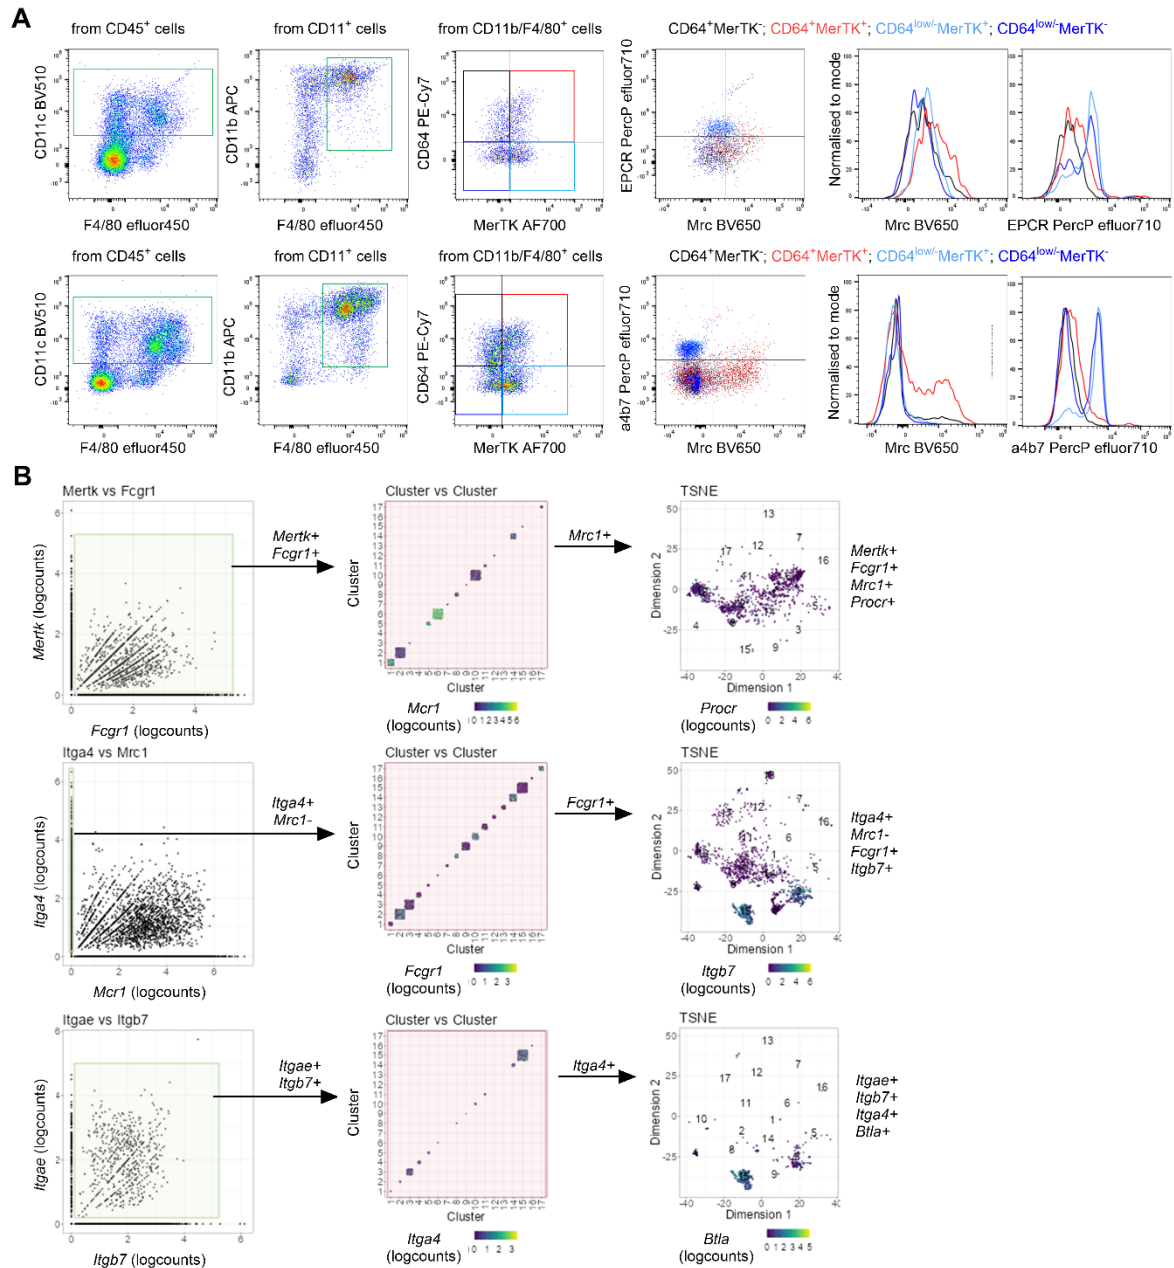

**Supplemental Figure 2: Characterization of macrophages and DCs by flow cytometry.** (A) Gating strategy used for quantification of macrophage subpopulations by flow cytometry in CD45<sup>+</sup> cells from the TME of PyMT-F10<sup>fl/fl</sup> and PyMT-F10<sup>fl/fl</sup>LysMcre mice (see Figure 2A for analysis). (B) Transcript levels of markers to characterize macrophage and DC subsets by flow cytometry. Co-expression of macrophage markers in the merged scRNA-seq data set of PyMT-PAR2<sup>G37I</sup> and PyMT-PAR2<sup>WT</sup> mice were used to identify surface markers. Cells expressing the transcripts of the marker combinations were first selected, as indicated by the green boxes (left panels), and then analyzed for expression levels of the third marker in each cluster (middle panels). Selected cells were then mapped onto the tSNE plots (third panels) with display of the expression levels of the 4<sup>th</sup> marker.

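Coexpression was counted as the share of the 11639 CD11c-selected cells with at least 1 UMI of every gene of a combination. *Mertk*, *Fcgr1*, *Mrc1*, and *Procr* were found together in 157 cells, or 1.35% (CI 1.15% to 1.58%). Macrophage-like cluster 8 held 41.4% of these cells, and 8.41% of its own cells had the combination (CI 6.55% to 10.6%). *Itga4*, *Fcgr1*, and *Itgb7* without *Mrc1* were found in 165 cells, or 1.42% (CI 1.21% to 1.65%). Here cDC2-like cluster 4 held 35.2%, with 5.84% of its cells having the combination (CI 4.46% to 7.48%), and macrophage-like cluster 6 held 18.8%, with 3.35% (CI 2.29% to 4.73%). *Itgae*, *Itgb7*, *Itga4*, and *Btla* were found in 340 cells, or 2.92% (CI 2.62% to 3.24%). Of these, 61.5% were in cDC1-like cluster 10, where 41.6% of the cells had all 4 genes (CI 37.3% to 46.1%), and cDC1-like cluster 19 had 46.9% (CI 38.1% to 55.9%). In T cell-like cluster 18, 0 of 131 cells had any of the 3 combinations, which allows a share of up to 2.29% of cells with these UMIs. The median depth was 4366 UMIs per cell in cluster 18, 14448 in cluster 8, 10139.5 in cluster 4, 7768 in cluster 6, 12606.5 in cluster 10, and 18822 in cluster 19.

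These shares depend on depth. When each cell was thinned at random to 2000 UMIs and the 2210 shallower cells were left out, the *Mertk* combination was left in 2 of 9429 cells, or 0.0212% (CI 0.00257% to 0.0766%), the *Itga4* combination in 6, or 0.0636% (CI 0.0234% to 0.138%), and the *Itgae* combination in 8, or 0.0848% (CI 0.0366% to 0.167%). Of the 2 cells with the *Mertk* combination, 1 was in cluster 8 and 1 in cluster 9, too few to show whether cluster 8 leads at matched depth. The 6 cells with the *Itga4* combination were in clusters 4 (3 cells), 6 (2 cells), and 2 (1 cell), and of the 8 cells with the *Itgae* combination 7 were in cluster 10. A transcript without a UMI in a cell is not shown to be absent from it, so the combination without *Mrc1* includes cells in which *Mrc1* was missed.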

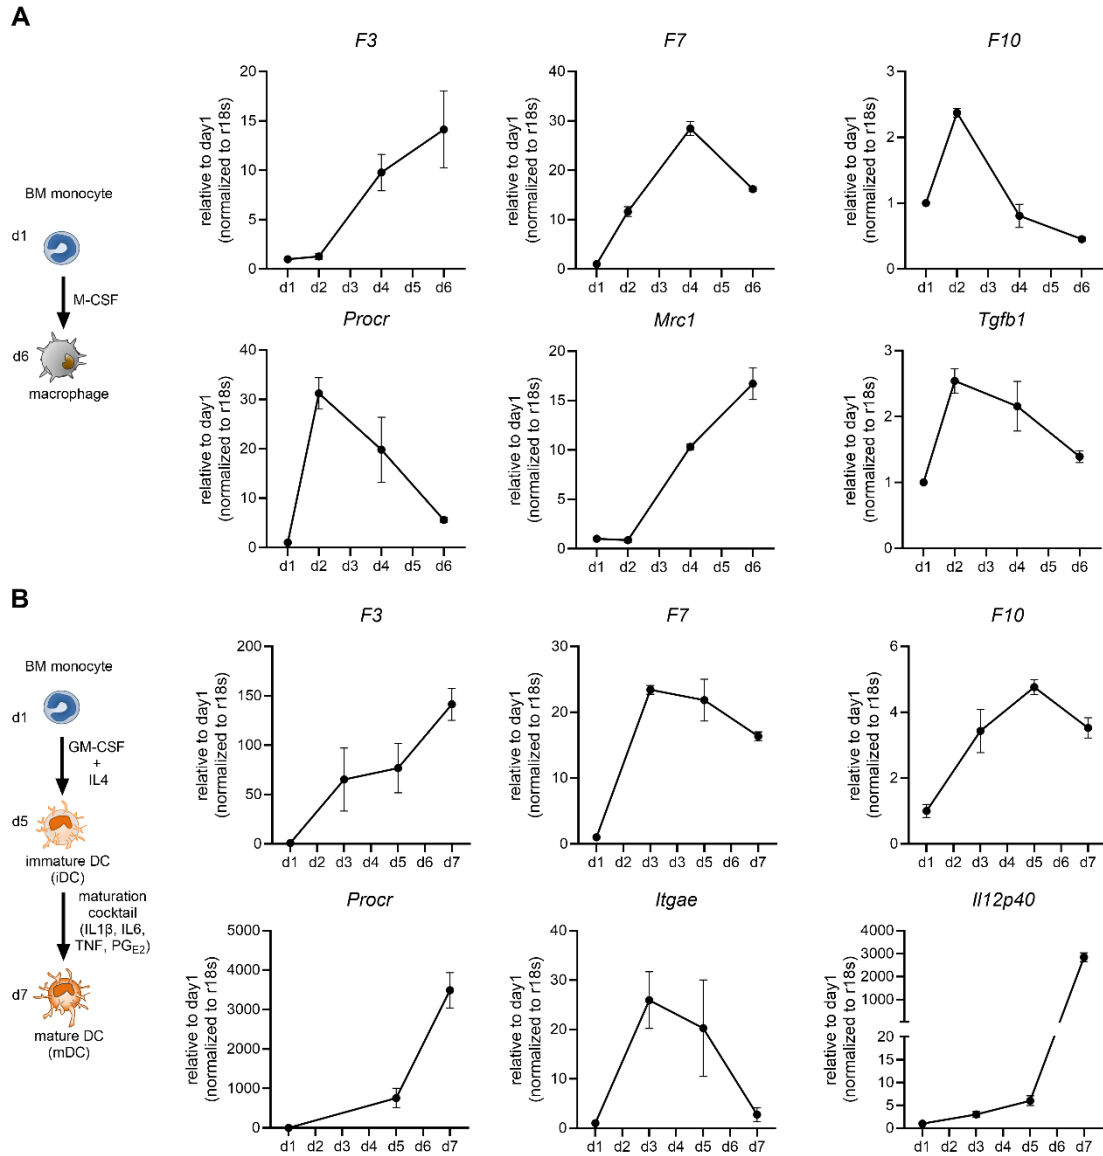

**Supplemental Figure 3: Characterization of macrophages and DCs in vitro.** (A) mRNA expression of coagulation factors and macrophage markers normalized to r18s during differentiation of BM monocytes from C57/BL6 mice with M-CSF into macrophages; mean  $\pm$  SD,  $n = 3$ . (B) mRNA expression of coagulation factors and DC markers normalized to r18s during differentiation of BM monocytes from C57/BL6 mice with GM-CSF and IL4 into iDCs. For maturation, iDCs were exposed on day 5 to IL1 $\beta$ /TNF/IL6/PGE<sub>2</sub> for additional two days; mean  $\pm$  SD,  $n = 3$ .

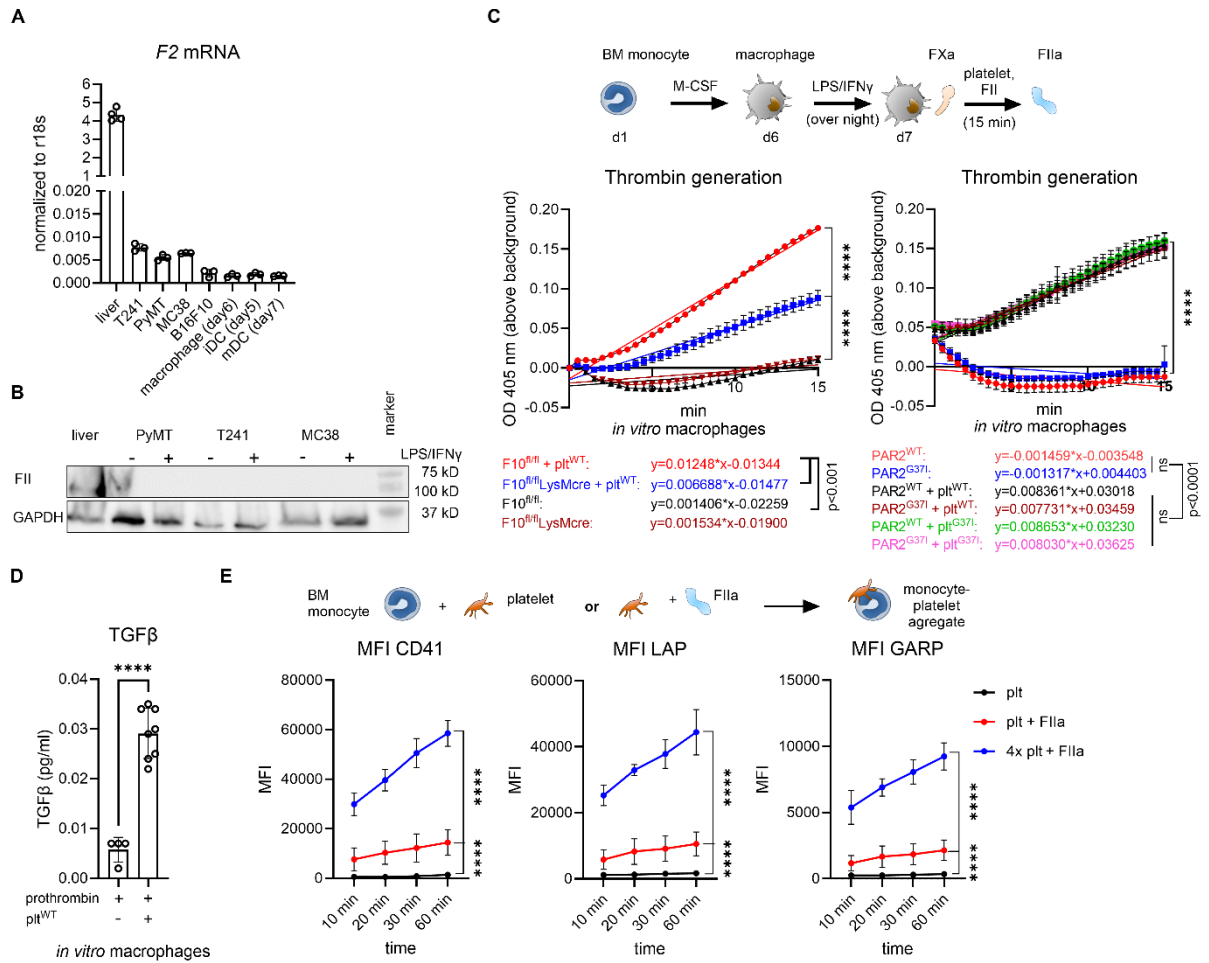

**Supplemental Figure 4: Prothrombin expression by tumor cell lines and FXa dependent platelet interactions.** (A) *Prothrombin* (F2) mRNA expression by liver, the tumor cell lines T241, PyMT, MC38, and B16F10 and of in vitro differentiated macrophages, iDCs and mDCs normalized to r18s; n=3. (B) Western blot analysis of prothrombin expression by the tumor cell lines PyMT, MC38 and T241 with and without LPS/IFN $\gamma$  stimulation overnight. Liver was used as a positive control. (C) Thrombin generation by in vitro differentiated macrophages from F10<sup>fl/fl</sup>LysMcre or F10<sup>fl/fl</sup> mice, stimulated over night with LPS/IFN $\gamma$  to enhance FX expression and with or without subsequent addition of WT platelets at a macrophage to platelet ratio of 1:10. Thrombin generation of in vitro differentiated macrophages from PAR2<sup>WT</sup> or PAR2<sup>G371</sup> mice was analyzed analogously in the presence or absence of platelets from a PAR2<sup>WT</sup> (plt<sup>WT</sup>) or PAR2<sup>G371</sup> (plt<sup>G371</sup>) mice; n=3, mean  $\pm$  SD, two-way ANOVA with Tukey's multiple comparison test and simple linear regression analysis. (D) Quantification of active TGF $\beta$  release into supernatant of in vitro differentiated WT macrophages exposed to prothrombin with or without WT platelets; n=4-8, mean  $\pm$  SD, two-sided unpaired t-test. (E) Accumulations of CD41, LAP and GARP on the surface of WT BM monocytes after incubation with WT platelets in the presence or absence of thrombin for the indicated times slots; n=3, mean  $\pm$  SD, two-way ANOVA with Tukey's multiple comparison test and simple linear regression analysis.

**A**

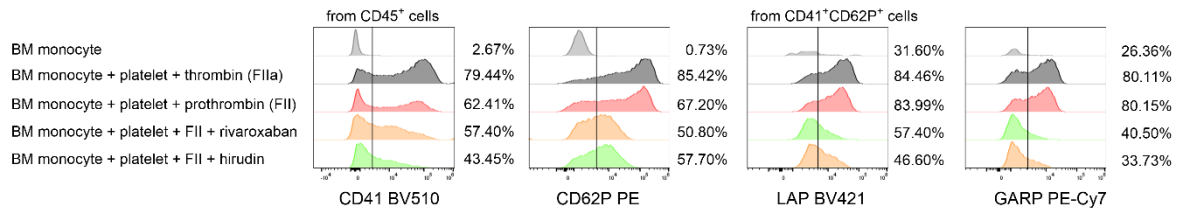

**B**

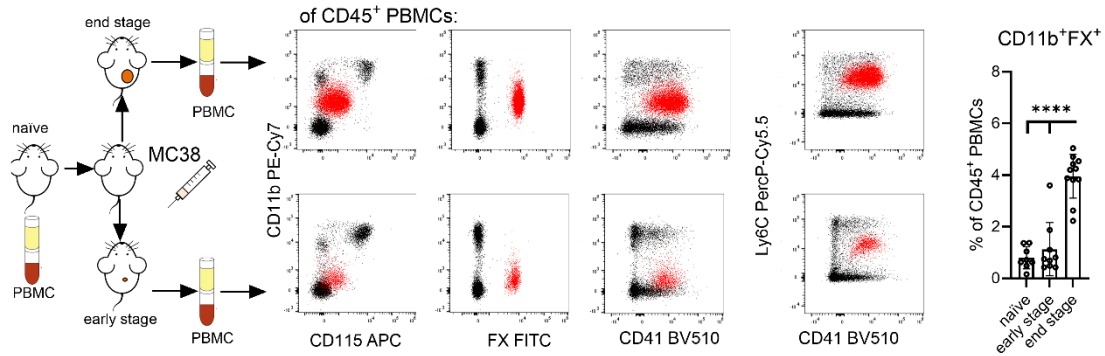

**Supplemental Figure 5: Effects of protease inhibitors on monocyte-platelet interactions.**

(A) Histograms and quantification of CD41, LAP and GARP levels on the surface of WT BM monocytes after incubation with WT platelets in the presence of the indicated proteases and the FXa inhibitor rivaroxaban or the thrombin inhibitor hirudin. Histograms show representative examples of n=4. (B) Frequency of FX expressing monocytes in the peripheral blood of MC38 tumor bearing WT mice at early or late stages of tumor progression compared to naïve control mice; n=8-11, mean  $\pm$  SD, one-way ANOVA with Dunnett's multiple comparison test. \*\*\*\* $P < 0.0001$ .

**Supplemental Table 1: Antibodies and material used**

| <i>Reagent or Resource</i>             | <i>Source</i>       | <i>Identifier</i>                 |
|----------------------------------------|---------------------|-----------------------------------|
| <i>Antibodies, anti-mouse</i>          |                     |                                   |
| CD4/CD8(TIL) micro beads               | Miltenyi Biotec     | Cat# 130-116-480                  |
| CD11c Microbeads UltraPure             | Miltenyi Biotec     | Cat#130-108-338                   |
| fixable viability dye, APC efluor780   | ebioscience         | Cat#65-0865-18, RRID: n.a.        |
| CD3-AF700, 17A2                        | ebioscience         | Cat#56-0032-82; RRID: AB_529507   |
| CD3ε-APC, 145-2C11                     | ebioscience         | Cat#17-0031-82; RRID: AB_469315   |
| CD4-BV650, GK1.5                       | Biolegend           | Cat#100555; RRID: AB_2562529      |
| CD8α-efluor506, 53-6.7                 | ebioscience         | Cat#69-0081-82; RRID:AB_2637161   |
| CD11b-APC, M1/70                       | ebioscience         | Cat# 17-0112-82; RRID:AB_469343   |
| CD11b-BV650, M1/70                     | BD                  | Cat#563402; RRID: AB_2738184      |
| CD11b-PE-Cy7, M1/70                    | ebioscience         | Cat# 25-0112-82; RRID:AB_469588   |
| CD11c-BV510, N418                      | Biolegend           | Cat#117353; RRID: AB_2686978      |
| CD11c-BV650, N418                      | Biolegend           | Cat#117339; RRID: AB_2562414      |
| CD19-AF700, eBio1D3                    | ebioscience         | Cat# 56-0193-82; RRID:AB_837083   |
| CD19-APC, eBio1D3                      | ebioscience         | Cat# 17-0193-82; RRID:AB_1659676  |
| CD41-BV510, MWReg30                    | Biolegend           | Cat#133923; RRID:AB_2564013       |
| CD44-efluor450, IM7                    | ebioscience         | Cat# 48-0441-82; RRID:AB_1272246  |
| CD45-BV605, 30-F11                     | ebioscience         | Cat# 406-0451-82; RRID:AB_2937166 |
| CD62L-AF700, MEL-14                    | ebioscience         | Cat# 56-0621-82; RRID:AB_494003   |
| CD64-PE-Cy7, X54-5/7.1.1               | Biolegend           | Cat# 139313; RRID:AB_2563903      |
| CD69-efluor450, H1.2F3                 | ebioscience         | Cat# 48-0691-82; RRID:AB_10719430 |
| CD103-efluor450, 2E7                   | ebioscience         | Cat# 48-1031-82; RRID:AB_2574033  |
| CD115-APC, AFS98                       | ebioscience         | Cat# 17-1152-82; RRID:AB_1210789  |
| CD137(4-IBB)-APC, 17B5                 | Biolegend           | Cat# 17-1371-82; RRID:AB_2573162  |
| CD206 (Mrc1), BV650, C068C2            | Biolegend           | Cat#141723; RRID: AB_2562445      |
| α4β7-PercP-efluor710, DATK32           | ebioscience         | Cat# 46-5887-82; RRID:AB_2573793  |
| BTLA(CD272)-PercP-efluor710, 6F7       | ebioscience         | Cat# 46-5950-82; RRID:AB_2573813  |
| CD201 (EPCR)-PercP-efluor710, eBio1560 | ebioscience         | Cat#46-2012-80; RRID:AB_10718383  |
| CD201 (EPCR)-PE, eBio1560              | ebioscience         | Cat#12-2012-82, RRID: AB_914317   |
| CXCR5-SB645, MU5UBEE                   | ebioscience         | Cat#64-9185-42, RRID:AB_2724067   |
| F4/80-PE, BM8                          | ebioscience         | Cat#12-4801-82; RRID:AB_465923    |
| F4/80-efluor 450, BM8                  | ebioscience         | Cat#48-4801-82, RRID: AB_1548747  |
| FoxP3-PE, FJK-16s                      | ebioscience         | Cat#12-5773-82, RRID: AB_465936   |
| FX-FITC                                | Innovative Research | Cat#ISHAMSFYXGFFITC100UG          |
| GARP-PE, YGIC86                        | ebioscience         | Cat# 12-9891-82; RRID:AB_1963598  |
| GARP-PE-Cy7, GIC86                     | ebioscience         | Cat# 25-9891-82; RRID:AB_2573562  |
| GrB-PE, NGZB                           | ebioscience         | Cat#12-8898-82, RRID: AB_10870787 |
| IL12-FITC, C15.6                       | BD                  | Cat# 560564, RRID: AB_1645243     |
| LAP-efluor450, FNLAP                   | ebioscience         | Cat# 48-9829-42, RRID:AB_2574133  |
| LAP-PE-Cy7, FNLAP                      | ebioscience         | Cat# 25-9829-42, RRID:AB_11043600 |

|                                                      |                |                                                                                                     |
|------------------------------------------------------|----------------|-----------------------------------------------------------------------------------------------------|
| Ly108(slamf6)-APC, eBio13G3-19D                      | ebioscience    | Cat# 17-1508-82, RRID:AB_10717668                                                                   |
| Ly6C, PercP-Cy5.5, HK1.4                             | ebioscience    | Cat#45-5932-82, RRID: AB_2723343                                                                    |
| Ly6G(IA8)-AF700                                      | ebioscience    | Cat# 56-9668-82, RRID:AB_2802355                                                                    |
| Ly6G, APC, 1A8                                       | ebioscience    | Cat#17-9668-82, RRID: AB_2573307                                                                    |
| MerTK-AF700, DS5MMER                                 | ebioscience    | Cat# 56-5751-82, RRID:AB_2784771                                                                    |
| MHC II (I-A/I-E)-AF700, M5/114.15.2                  | ebioscience    | Cat#56-5321-82; RRID:AB_494009                                                                      |
| MHCII-PE, M5/114.15.2                                | ebioscience    | Cat# 12-5321-82, RRID:AB_465928                                                                     |
| NK1.1-AF700, PK136                                   | ebioscience    | Cat# 56-5941-82, RRID:AB_2574505                                                                    |
| NK1.1-APC, PK136                                     | ebioscience    | Cat# 17-5941-82, RRID:AB_469479                                                                     |
| PD1-PercP-efluor710, J43                             | ebioscience    | Cat# 46-9985-82, RRID:AB_11150055                                                                   |
| Tcf7/Tcf1-AF488, S33-966                             | BD             | Cat# 567018, RRID:AB_2916388                                                                        |
| Tim3-PE-Cy7, RMT3-23                                 | ebioscience    | Cat# 25-5870-82, RRID:AB_2573483                                                                    |
| <i>Antibodies, anti-human</i>                        |                |                                                                                                     |
| CD11b-BV510, ICRF44                                  | BD             | Cat#563088, RRID:AB_2737996                                                                         |
| CD14-efluor450, 61D3                                 | ebioscience    | Cat#48-0149-42, RRID:AB_1272050                                                                     |
| CD16-SB645, eBioCB16                                 | ebioscience    | Cat#64-0168-42, RRID:AB_2688210                                                                     |
| CD41-PercP-efluor710, HIP8                           | ebioscience    | Cat#46-0419-42, RRID:AB_11219870                                                                    |
| CD45-AF700, 2D1                                      | ebioscience    | Cat#56-9459-42, RRID:AB_2574511                                                                     |
| LAP-APC, FNLAP                                       | ebioscience    | Cat#17-9829-42, RRID:AB_2573316                                                                     |
| FX(f21-4.2)-AF488                                    | in house       | <a href="https://doi.org/10.1182/blood.2019001530">https://doi.org/10.1182/blood.2019001530</a>     |
| <i>Histology, anti-human</i>                         |                |                                                                                                     |
| CD68/SR-D1 (KP1)                                     | Novusbio       | Cat#NB100-683, RRID:AB_2074852                                                                      |
| CD45, 2B11                                           | Agilent Dako   | Cat#GA751                                                                                           |
| FX                                                   | Novusbio       | Cat#NBP1-33320, RRID:AB_2246637                                                                     |
| <i>Anti-mouse antibodies for western blotting</i>    |                |                                                                                                     |
| prothrombin                                          | abcam          | Cat# AB208590                                                                                       |
| FX                                                   | in house       | <a href="https://doi.org/10.1126/sciimmunol.aaw8405">https://doi.org/10.1126/sciimmunol.aaw8405</a> |
| FV(a)                                                | Green Mountain | Cat#GMA-753                                                                                         |
| IRF3                                                 | Cell Signaling | Cat#4302                                                                                            |
| Phosphor-IRF3 (Ser396)                               | Cell Signaling | Cat#4947                                                                                            |
| $\beta$ actin                                        | Cell Signaling | Cat#3700                                                                                            |
| <i>secondary antibodies for western blot</i>         |                |                                                                                                     |
| anti-rabbit HRP                                      | Invitrogen     | Cat#31460                                                                                           |
| anti-rat HRP                                         | Invitrogen     | Cat#31470                                                                                           |
| <i>Chemicals, Peptides, and Recombinant Proteins</i> |                |                                                                                                     |
| anti-mouse PD-L1 (10F.9G2)                           | Bio X cell     | Cat#BE0101, RRID: AB_10949073                                                                       |
| anti-mouse CTLA4 (CD152) (9D9)                       | Bio X cell     | Cat#BE0164, RRID: AB_10949609                                                                       |
| rat anti-mouse IgG2b (LTF-2)                         | Bio X cell     | Cat#BE0090, RRID: AB_1107780                                                                        |
| citrate concentrated solution (4% (w/v))             | Sigma-Aldrich  | Cat#S5770-50ml                                                                                      |
| collagenase A                                        | Roche          | Cat#33278523                                                                                        |
| hirudin recombinant from yeast                       | Sigma Aldrich  | Cat#94581-1EA                                                                                       |
| Konakion MM 10 mg                                    | CHEPLAPHARM    | PZN -04273031                                                                                       |
| prothrombin, human                                   | Immbiomed      | Cat# ADG417                                                                                         |
| rivaroxaban                                          | Selleckchem    | Cat# S3002                                                                                          |
| serum-albumin, bovine                                | VWR, Sigma     | Cat#A7030-100G                                                                                      |

|                                  |               |                      |
|----------------------------------|---------------|----------------------|
| pNAPEP-0238                      | Cryopep       | Cat# 61010238        |
| IL4                              | PeproTech     | Cat#AF-214-14        |
| GM-CSF                           | PeproTech     | Cat#315-03           |
| M-CSF                            | PeproTech     | Cat#315-02           |
| TNF                              | PeproTech     | Cat#315-01A          |
| PG <sub>E2</sub>                 | Biogems       | Cat#3632464          |
| IL1 $\beta$                      | PeproTech     | Cat#211-11B          |
| PG <sub>E1</sub>                 | Cayman        | Cat#13010            |
| IFN $\gamma$                     | PeproTech     | Cat#315-05           |
| LPS from salmonella abortus equi | Enzo          | Cat#ALX-581-009-L002 |
| poly I:C                         | Sigma Aldrich | Cat#P0913-50mg       |

**Supplemental Table 2: RT-PCR primer**

|        | forward                         | reverse                       |
|--------|---------------------------------|-------------------------------|
| F2     | CTGGTTATAAAGGGCGGGTGAC          | GCCAGCACAGAACATGTTGTCAG       |
| F3(TF) | CTTATCGGAAAGGCTCAAGCAC          | CCAGGAAACTCTTCCATTGCTCG       |
| F7     | CCGTCTCCCCGTAGCTGCCT            | TGCGGCACAATTCACGTGTCCT        |
| F10    | TTCCGGATGAACGTGGCCCT            | ATGCGTGCGTCCAAAACCGCT         |
| Procr  | CTGGTGTGGCCGTGGGCATC            | TGGGGGAGTCTGTTTGGCGTCA        |
| Tgfb1  | GACTTTTCCGCTGCTACTGC            | AATAGGGGCGTCTGAGGAAC          |
| Itgae  | CCTCCTGGTCTTGGTTGTGATTATAGC     | CTAATCTTGGAGCAGACTGTCAGCCTTC  |
| Mb21d1 | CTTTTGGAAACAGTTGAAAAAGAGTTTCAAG | GGCACTCAAGAAAGAATGCTAACAAC    |
| Sting1 | CTGTTTGCCATGTCACAGGATG          | CCTTTTCTTCCTGACGAATGTGC       |
| Ifnb1  | GGAAAGATTGACGTGGGAGATGTC        | CAGTTTTGGAAGTTTCTGGTAAGTCTTCG |
| r18s   | CTTAGAGGGACAAGTGGCG             | ACGCTGAGCCAGTCAGTGTA          |

# Supplementary material for: Coagulation proteases modulate nucleic acid uptake and cGAS-STING-IFN induction in the tumor microenvironment
**Source:** JCI Insight. 2025 Jul 22;10(17):e190311. doi: 10.1172/jci.insight.190311

**A**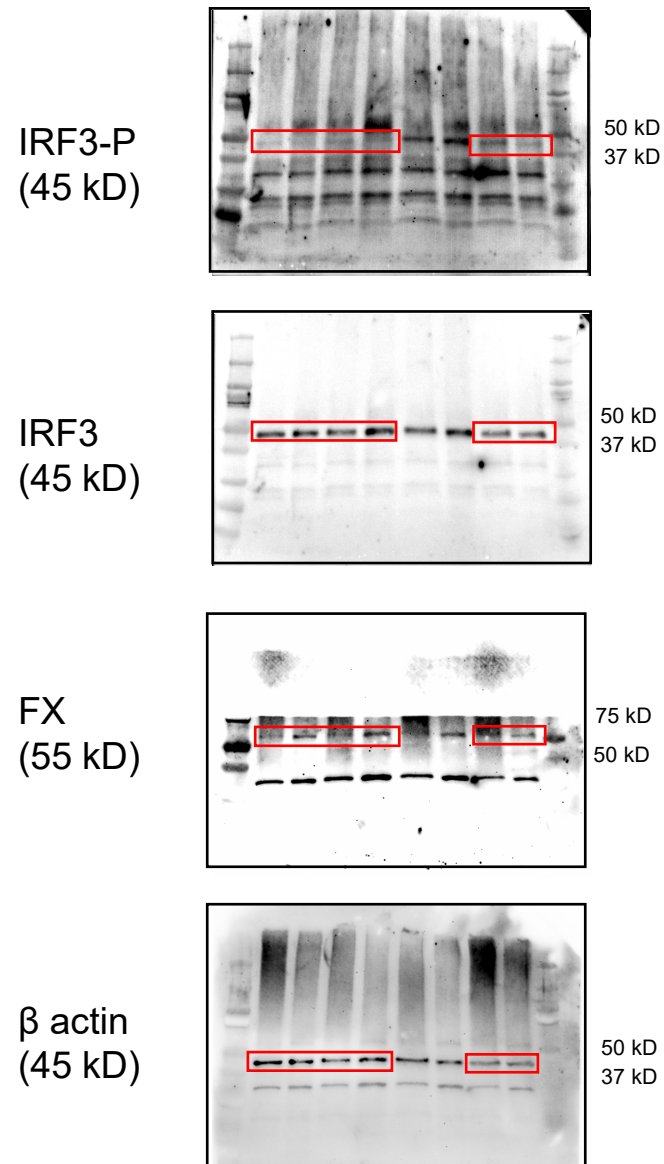

A) Full unedited gel for Figure 3C.  
Representative blots were marked with **B**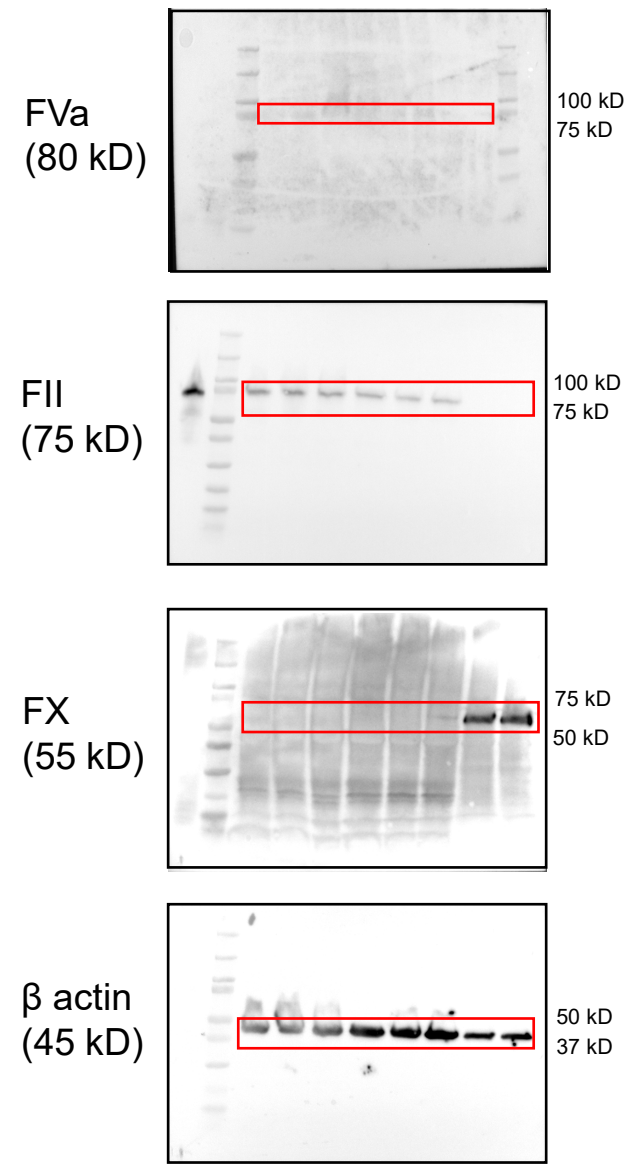

B) Full unedited gel for Figure 4B.  
Representative blots were marked with **Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

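The study measured transcripts of single cells from PyMT breast tumors on the 10x Genomics platform, in 3 PyMT-PAR2 WT and 3 PyMT-PAR2 G37I samples of CD11c-selected cells and in 3 and 3 samples of CD4/CD8-selected cells. The paper's methods give bead selection, freezing in serum with dimethyl sulfoxide, thawing, and 3 independent biological replicates per genotype and cell type, and refer to earlier work for the analysis. The authors deposited UMI counts per gene and cell as whole numbers, without normalization, in 1 matrix per cell type. The aligner, the counting software, the genome build, the annotation, and any filter on cells that the authors applied are not given in the sources used here. Symbols in the matrices matched GENCODE M21 for 30431 genes, or 98.0%, and gene positions are given from that annotation on GRCm38.

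The barcodes of each matrix all carry the same suffix and no sample name. In each matrix they run through the alphabet 6 times, and 76 barcodes of the CD11c-selected cells and 51 of the CD4/CD8-selected cells occur more than once. These 6 alphabetical stretches are called barcode runs. No run was linked to a sample or a genotype, and each matrix was treated as 1 sample. The processed RDS objects that the paper names were not used here, so this limit is one of the matrices. The tests of genotypes that had been planned, of cluster abundance and of expression, were not run for this reason, and no p-values are given. UMIs per run of CD11c-selected cells ranged from 13314063 to 24231244, and of CD4/CD8-selected cells from 16203038 to 30168668. Conclusions of the paper that compare genotypes in these data were not analysed here.

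Cells with at least 200 detected genes were kept, which left out 341 barcodes of the CD11c-selected and 295 of the CD4/CD8-selected cells. Counts were scaled to 10000 per cell and log transformed. The 2000 genes of highest dispersion within 20 bins of mean expression were chosen among genes detected in at least 10 cells, without *Mid1*, *Ifi208*, *Xist*, and mitochondrial genes, and 30 principal components were computed. Exact nearest neighbors (15 per cell) were joined in a graph weighted by shared neighbors, and the Leiden method was run at resolution 1 with seed 1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2, and scanpy 1.11.5 (for highly variable genes and Scrublet) were used. The level of a gene in a cluster is its UMIs summed over the cells of the cluster per 1000000 UMIs of that cluster (CPM), with an exact 95% Poisson interval. Shares of cells have exact Clopper-Pearson intervals, and where a share is 0 the upper limit is that of 3 counts. Leading genes were ranked by fold over all other cells, with 1 UMI added to each sum, among genes detected in at least 25% of the cells of the cluster.

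The lists of cell type markers, the clustering parameters, the genes to be named (every gene the paper's text names for these experiments, and the 5 leading genes of a rebuilt cluster), the rules that pair a cluster with the paper's by *F10* or *Pf4*, and most alternatives were fixed before the data were examined. The values in the paper's supporting data for Figure 1, B and E, had been seen by then. The scoring rule that turns the marker lists into names was chosen after the clusters were seen and went through several forms. In its final form a marker counts when it is detected in at least 25% of the cells of a cluster and stands at 25% or more of its level in the highest cluster, and a name needs 50% of the markers of a type and at least 3. A cluster stayed unnamed when its median UMI count was far below that of all cells (under 33.3%) with none of the markers of the name among its 10 leading genes, or when 3 or more of these genes were markers of another type and outnumbered its own. A stricter form of the last condition had left some CD8 T cell-like clusters unnamed. The genes *Trem2*, *Fn1*, *Ccr2*, *Ly6c2*, *Slamf6*, and those named for clusters set apart by depth were chosen for the text after their values were seen.

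Doublets could not be removed, since Scrublet marked 0 cells in both matrices. The alternatives were resolutions of 0.6 and 1.5, 1000 highly variable genes, 30 nearest neighbors, cells more than 3 median absolute deviations below the median of log UMIs or log genes or above that of mitochondrial percent left out, and a mean over cells of scaled counts in place of a sum of UMIs. The deviations had been planned within each library and were computed over all cells of a matrix. They left out 1202 CD11c-selected cells (10.3%) and 3458 CD4/CD8-selected cells (15.2%). Leaving out the cells with the highest 5% of Scrublet scores, 527 and 1049 cells, was added after the data had been seen. Shares of cells with a UMI were also computed after thinning each cell at random to a fixed number of UMIs, with shallower cells left out. Clusters of an alternative clustering were matched to the main clusters by the highest overlap of their cells.

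The step that ranks genes by fold was tested on simulated data. Poisson counts were drawn for every cluster from the share of each gene in the whole matrix, and 200 genes of cluster 5 were raised by known folds, among the genes with over 20 expected UMIs in it. For the CD11c-selected cells, with 10505 such genes, 99% of the changed genes came out within 20% of their true fold, 0 unchanged genes passed 2-fold, the 5 leading genes were all changed ones, and 95.39% of the Poisson intervals held the true level. For the CD4/CD8-selected cells, with 10390 such genes, these values were 99.5%, 0, 5, and 95.41%. The simulation draws counting error only, and differences between animals are not part of it.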

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

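The tests of sequencing depth alone in both cell types, of eosinophil markers, and of droplets holding a T cell and a macrophage were chosen only after the result they bear on had been seen. The other tests were written down before the values they measure were seen. The design gives a genotype for every sample, but no cell was linked to a sample, so no biological explanation by genotype was tested for any of these results.

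The largest cluster of CD11c-selected cells, cluster 1, had a median of 1504 UMIs per cell against 7943 in all cells, and its share of the cells of a barcode run was 1.09%, 9.52%, 5.78%, 0%, 24.9%, and 17.7% in runs 1 to 6. The filter on outlying cells left 86.5% of the cluster in place. Lower capture or sequencing depth alone would keep the makeup of the transcripts, but *Malat1* stood at 0.0679 of its CPM in all other cells, which argues against it. Free RNA in droplets without a cell would bring markers of all cell types at about their pooled level. The median fold of cDC1, T cell, and tumor or epithelial markers over all cells pooled was 0.193, which argues against free RNA of this pooled makeup. The comparison was not made within barcode runs, and 44.6% of the cluster lay in run 5. Free RNA with the makeup of a single run is therefore not excluded. Macrophage cytoplasm without a nucleus is a candidate explanation that stays open. Over the macrophage-like clusters, 6 nuclear RNAs had a median fold of 0.0201, but the members were uneven. *Kcnq1ot1* was at 0.0401 and *Tug1* at 0.484, while *Jpx* was at 0.664 from 4 UMIs, and *Ftx*, *Miat*, and *Mir142hg* had 0 UMIs, with only 5 UMIs of *Miat* in the macrophage-like clusters to compare with. Mitochondrial transcripts were a median of 2.85% of UMIs in cluster 1. Whether such droplets were formed in the tumor or by freezing and thawing was not tested.

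In CD11c-selected cells, cluster 16 had the highest *Siglecf*, at 480.3 CPM, and *S100a8* at 7575 CPM and *S100a9* at 12854 CPM. If separate eosinophils and neutrophils lay in 1 cluster, the cells with a *Siglecf* UMI would have little *S100a8* and *S100a9*. The summed CPM of these genes in the 116 cells with a *Siglecf* UMI over that in the 94 other cells was 1 (CI 0.961 to 1.04), which argues against a mixture. Eosinophils are also argued against, since only 1 of 7 eosinophil markers was detected in at least 25% of the cells. This was *Siglecf* itself, at 55.2%. *Ccr3* had 2 UMIs and *Il5ra*, *Prg2*, *Epx*, *Alox15*, and *Ear6* had 0, which limits cells with a UMI to 1.43%. Of the neutrophil markers, *S100a8*, *S100a9*, *Csf3r*, *Cxcr2*, and *Mmp9* were detected in 83.3%, 87.1%, 71.9%, 39.5%, and 35.7% of the cells, *Retnlg* in 2.38%, and *Ly6g* in 0. In the other clusters *S100a8* reached 145 CPM in tumor or epithelial cell-like cluster 20, from 14 UMIs, 76.2 in cluster 12, and 18.0 in macrophage-like cluster 8, and it was at 1.43 in T cell-like cluster 18. How much of these levels is free RNA was not tested. Neutrophils that carry *Siglecf* stay open as a hypothesis. The cluster had a median of 2515.5 UMIs per cell, and 76.2% of its cells lay in 2 barcode runs.

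Among CD4/CD8-selected cells, clusters 6 and 9 together had a median of 25.5% mitochondrial UMIs, against 4.57% in all cells, with medians of 946 and 917 UMIs per cell. Lower capture or sequencing depth alone would leave the makeup of the transcripts unchanged. The mitochondrial percent is part of the pattern itself and is not a separate test of this. Ribosomal protein genes at 0.315 of their level in the CD8 T cell-like clusters argue against depth alone. Free RNA in droplets without a cell is argued against by the markers of macrophages, fibroblasts, and tumor or epithelial cells, whose median fold over all cells pooled was 0.0321. The remaining candidate explanation is damaged cells that lost cytoplasmic RNA. Its test held, as the 6 nuclear RNAs had a median fold of 2.65 over the CD8 T cell-like clusters, each of them above 1 (*Miat* from 1 UMI and *Jpx* from 9), while ribosomal protein genes were at 0.315 of their level. Of cluster 6, 96.7% of the cells lay in 2 barcode runs, and of cluster 9, 91.4%. In runs 1 to 6 cluster 6 made up 0.483%, 0%, 0.147%, 25.5%, 20.5%, and 0.478% of the cells and cluster 9 made up 0.831%, 0%, 0.147%, 8.07%, 18.2%, and 0.717%. The filter on outlying cells kept 5.01% of cluster 6 and 2.45% of cluster 9, so any statement about these clusters rests on whether such cells are used.

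Macrophage-like cells made up 4.55% of the CD4/CD8-selected cells (CI 4.28% to 4.83%), in clusters 13, 16, and 19. Of these 1038 cells, 490 lay in run 3, so the share leans on that run, and the interval covers counting error only. Droplets holding a T cell and a macrophage would carry T cell transcripts, but the median level of 8 T cell markers was 2.72% of that in the CD8 T cell-like clusters, which argues against doublets as the source. Macrophages carried through the bead selection stay open and were not tested. Of cluster 13, 88.2% of the cells lay in run 3, and their median was 25792.5 UMIs per cell.

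T cell cluster 5 lay mostly in 1 barcode run, with 91.8% of its cells in run 3, where it made up 47.2% of the cells. On the hypothesis of an expanded T cell clone, 1 beta V gene was set in advance to take over 50% of the beta V UMIs of the cluster. *Trbv29* took 49.0% of 147 beta V UMIs (CI 40.7% to 57.3%), so the criterion was not met, but the interval spans it and the test leaves the question open. The leading beta V gene took 33.8% in cluster 1 (CI 28.2% to 39.7%) and 26.6% in cluster 2 (CI 20.7% to 33.2%). Clusters 1 and 2 mix barcode runs, whereas cluster 5 is mostly run 3. All CD8 T cell-like cells of run 3, cluster 5 among them, had *Trbv29* at 48.0% of beta V UMIs and *Trav4-4-dv10* at 95.4% of alpha V UMIs, so the contrast with clusters 1 and 2 does not separate the cluster from the run. The alpha V gene *Trav4-4-dv10* took 96.4% of the alpha V UMIs in cluster 5 (CI 95.5% to 97.2%), and this was seen only afterwards. The same gene also led the alpha V UMIs of every other CD8 T cell-like cluster, from 11.0% in cluster 4 to 80.5% in cluster 12. It was at 60.6% in cluster 1 and 62.8% in cluster 2. V genes resemble each other, and how the authors' counting split reads between them is not given in the sources used here.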

How the results depend on the processing

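Every alternative here was planned, except leaving out the highest 5% of Scrublet scores, which was chosen only after the data had been seen. The number of clusters stayed within 1.5 times its main value of 24 under every alternative clustering, from 20 to 32 for CD11c-selected cells and from 17 to 29 for CD4/CD8-selected cells. Cluster 7 had the highest *F10* and *F7* and cluster 3 the highest *Pf4* at resolutions 0.6 and 1.5, without outlying cells, with the mean over cells, and without the highest Scrublet scores. Of these settings, only the resolutions formed the clusters anew.

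Some levels moved beyond their counting interval. *F10* in cluster 7 rose to 209.6 CPM without the highest Scrublet scores, and *F10* in cluster 8 to 82.8 with the mean over cells. *Pf4* in cluster 3 was 1813.5 at resolution 0.6, 2033.6 at 1.5, 2041.8 without outlying cells, and 1780.5 with the mean over cells. The median UMIs per cell of the low-UMI clusters rose without outlying cells, to 1689 in CD11c-selected cluster 1 and to 1511.5 and 1126.5 in T cell clusters 6 and 9. The filter acts on UMIs, genes, and mitochondrial percent, and these were not separated. The cause of the moves was not tested.

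Shares of cells with a UMI depended on depth by construction. Thinned to 2000 UMIs per cell, the *Mertk*, *Fcgr1*, *Mrc1*, and *Procr* combination fell to 0.0212% of cells, the *Itga4*, *Fcgr1*, and *Itgb7* combination without *Mrc1* to 0.0636%, and the *Itgae*, *Itgb7*, *Itga4*, and *Btla* combination to 0.0848%. Without outlying cells these 3 shares stayed within their intervals. *Mid1* was found in 6.84% of CD11c-selected cells thinned to 1000 UMIs, 3.61% at 500, and 28.6% without thinning, and in 1.86%, 1.06%, and 7.94% of CD4/CD8-selected cells. *Ifi208* was found in 0.132% of CD11c-selected cells at 1000 UMIs and 0.997% without thinning, and in 1.68%, 1.01%, and 6.83% of CD4/CD8-selected cells at 1000, at 500, and without thinning.

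Of 11 other marker levels in CD11c-selected clusters, 9 stayed within their intervals without outlying cells, 7 at resolution 1.5, 6 at 0.6, 4 with the mean over cells, and 4 without the highest Scrublet scores, and the ratio to the main value ranged from 0.884 to 1.44. Of 22 T cell marker levels in clusters 1 and 4, 20, 17, 15, 10, and 17 did, with ratios from 0.657 to 1.28.

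No paired analysis was possible because the barcodes of the matrices used here name no sample, so their cells have no replicate numbers. The RDS objects that the paper names were not used here. For the same reason leaving out each library or replicate, the replicate block, DESeq2, other size factors, no filter on low counts, and all other alternatives for comparisons of genotypes were not run. Removing doublets called by Scrublet gave no value, as it called 0 cells. A mean over cells gives no value for the depth of clusters.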

Differences from the paper's values

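The number of clusters was the only measure set against a value of the paper, and no expression level or abundance was. It was 17 in the paper against 24 here for CD11c-selected cells, and 16 against 24 for CD4/CD8-selected cells. Neither differed by more than 1.5 times, but both did at resolution 1.5. The number follows the chosen resolution, so it does not test the paper's clusters. The paper names its cluster 13 of CD11c-selected cells eosinophils. In the rebuilt clusters, the one with the highest *Siglecf*, cluster 16 at 480.3 CPM, had 1 of 7 eosinophil markers, *Siglecf*, and 5 of 7 neutrophil markers detected in at least 25% of its 210 cells. The clusters were rebuilt and named here by other means than the paper's, and a difference may come from the rebuilt names; the number of clusters at resolution 1.5, for example, was 32.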

Other observations

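The tests of *Mid1* in T cells and its interferon response, and of *Mid1* against the mix of cell types in a barcode run, were chosen only after the levels had been seen. The values by barcode run are descriptions of 6 unnamed runs per cell type, which were not assigned to samples or genotypes here. The cluster percentages per sample in the paper's supporting data for Figure 1B appear to imply cell totals like those of the CD11c-selected runs, but a match of sizes was not used to link them, so whether the differences between runs follow genotype was not examined.

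*Mid1* (GRCm38 chromosome X, 169685199 to 170005736, plus strand) differed between barcode runs far beyond counting error. In CD11c-selected cells it was at 21.9 CPM in run 1 (CI 19.8 to 24.2), 27.5 in run 2 (CI 25.4 to 29.7), 1.73 in run 3 (CI 1.25 to 2.34), 204 in run 4 (CI 197 to 212), 113 in run 5 (CI 109 to 118), and 167 in run 6 (CI 162 to 173). In CD4/CD8-selected cells, whose runs have no known relation to those of the CD11c-selected cells, it was at 3.78, 9.05, 1.49, 51.5, 31.9, and 28.9 CPM in runs 1 to 6. *Ifi208* (chromosome 1, 173673675 to 173698395, plus strand) was at 0, 0.220, 0.0825, 2.03, 2.82, and 2.07 CPM in the CD11c-selected runs, from 0 to 67 UMIs each, and at 5.96, 4.77, 5.17, 26.9, 19.9, and 30.6 CPM in the CD4/CD8-selected runs. The summed level of 6 other interferon-induced genes did not rank the runs in this way. It was 355, 418, 314, 196, 455, and 336 CPM in CD11c-selected runs 1 to 6 and 586, 272, 556, 429, 259.7, and 404 CPM in CD4/CD8-selected runs 1 to 6. This sum was not adjusted for the mix of clusters in a run, so its order may be one of cell mix. A different mix of cell types between runs was tested for *Mid1* by giving each cluster its level over all runs. If the mix were the cause, observed over expected UMIs would be near 1 in every run. In CD11c-selected cells this ratio was 0.255, 0.331, 0.0227, 2.19, 1.43, and 2.12 in runs 1 to 6, so the highest was 96.8 times the lowest. In CD4/CD8-selected cells it was 0.211, 0.416, 0.153, 2.20, 1.36, and 1.45, and the highest was 14.4 times the lowest. Both argue against the mix of clusters as the cause of the differences in *Mid1*. Differences between animals, genotypes, or library batches stay open and were not tested, and no explanation was tested for *Ifi208*.

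The paper treats *Mid1* and *Ifi208* as interferon-inducible genes. The hypothesis that the level of *Mid1* across T cell clusters follows an interferon response of the T cells was tested in CD8 T cell-like cluster 8, which is led by *Cxcl10*, *Mx1*, *Ifit3*, *Ifit3b*, and *Ifit1*. The UMIs of cluster 8 were set over those expected from the other CD8 T cell-like clusters of the same barcode runs. *Mid1* had a ratio of 0.795 (CI 0.616 to 1.01) from 67 UMIs and was higher in 2 of 6 runs. *Ifi208* had a ratio of 9.10 (CI 8.41 to 9.84) and *Mx1* of 23.1 (CI 21.9 to 24.3), and both were higher in 6 of 6 runs. Within barcode runs, this argues against an interferon response as what sets *Mid1* apart between these CD8 T cell-like clusters, and leaves *Ifi208* as a gene that rose with the interferon-induced genes of the cluster. The larger differences of *Mid1* between runs are removed by the expectation and are not addressed, and neither are other cell types or genotype.

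Within barcode runs of CD11c-selected cells, ranks are given among clusters with at least 10 cells in the run. Cluster 7 had the highest *F7* in 6 of 6 runs and the highest *F10* in 5 of 6. In run 5 cluster 17 had 316 CPM of *F10* (CI 127 to 651) against 216 in cluster 7 (CI 197 to 236), a difference within counting error. The first place of cluster 7 was also within counting error of the next cluster for *F10* in runs 2 and 6 and for *F7* in runs 1 and 4. Cluster 3 had the highest *Pf4* in 6 of 6 runs, between 1698 and 2401 CPM, and cluster 8 the highest *Fabp5* in 5 of 6. In run 5 cluster 11, at 4350.2 CPM (CI 4162 to 4545), and cluster 8, at 4326 (CI 4272 to 4380), did not differ beyond counting error. Run 4 of the CD11c-selected cells differed from the others in depth, with 360 cells and a median of 31161.5 UMIs per cell, against 6290 to 9285.5 in the other runs.

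The share of *Trav4-4-dv10* among the alpha V UMIs of CD8 T cell-like cells was 77.1% in run 1 (CI 75.3% to 78.8%), 3.17% in run 2 (CI 1.38% to 6.16%), 95.4% in run 3 (CI 94.5% to 96.2%), 1.17% in run 4 (CI 0.472% to 2.40%), 3.24% in run 5 (CI 1.20% to 6.93%), and 43.2% in run 6 (CI 39.5% to 46.8%). *Trbv29* took 20.6%, 4.96%, 48.0%, 3.64%, 7.66%, and 10.9% of the beta V UMIs in the same runs. The paper does not report receptor V genes, and no explanation was tested for the differences between runs.

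The transcript of PAR2, *F2rl1*, lies on GRCm38 chromosome 13 from 95511732 to 95525227 on the minus strand. UMI counts per gene hold no sequence and do not show the G37I change, so they give no genotype for a cell or a run.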
